# SUV39H1 regulates the progression of *MLL*-*AF9*-induced acute myeloid leukemia

**DOI:** 10.1038/s41388-020-01495-6

**Published:** 2020-10-09

**Authors:** Yajing Chu, Yangpeng Chen, Huidong Guo, Mengke Li, Bichen Wang, Deyang Shi, Xuelian Cheng, Jinxia Guan, Xiaomin Wang, Chenghai Xue, Tao Cheng, Jun Shi, Weiping Yuan

**Keywords:** Acute myeloid leukaemia, Gene silencing, Cancer stem cells

## Abstract

Epigenetic regulations play crucial roles in leukemogenesis and leukemia progression. SUV39H1 is the dominant H3K9 methyltransferase in the hematopoietic system, and its expression declines with aging. However, the role of SUV39H1 via its-mediated repressive modification H3K9me3 in leukemogenesis/leukemia progression remains to be explored. We found that *SUV39H1* was down-regulated in a variety of leukemias, including *MLL*-r AML, as compared with normal individuals. Decreased levels of *Suv39h1* expression and genomic H3K9me3 occupancy were observed in LSCs from *MLL*-r-induced AML mouse models in comparison with that of hematopoietic stem/progenitor cells. *Suv39h1* overexpression increased leukemia latency and decreased the frequency of LSCs in *MLL*-*r* AML mouse models, while *Suv39h1* knockdown accelerated disease progression with increased number of LSCs. Increased *Suv39h1* expression led to the inactivation of *Hoxb13* and *Six1*, as well as reversion of Hoxa9/Meis1 downstream target genes, which in turn decelerated leukemia progression. Interestingly, *Hoxb13* expression is up-regulated in *MLL*-*AF9*-induced AML cells, while knockdown of *Hoxb13* in *MLL*-*AF9* leukemic cells significantly prolonged the survival of leukemic mice with reduced LSC frequencies. Our data revealed that SUV39H1 functions as a tumor suppressor in *MLL*-*AF9*-induced AML progression. These findings provide the direct link of SUV39H1 to AML development and progression.

## Introduction

Acute myeloid leukemia (AML) is the most frequent type of acute leukemia in adults. However, there have been few significant advances in the past 40 years beyond the use of conventional chemotherapy in combination with bone marrow (BM) transplantation for AML treatment [1, 2]. Therefore, investigating the underlying mechanisms of AML initiation and progression is needed to find novel treating targets/strategies for AML.

Genome-wide analyses have shown that genes involved in epigenetic modifications are the most recurrently mutated genes in AML, suggesting crucial roles of epigenetic regulations in AML leukemogenesis and progression [3, 4]. These genes, including the methylcytosine hydroxylase TET2, DNA methyltransferase DNMT3A, and Polycomb-related protein ASXL1, directly contribute to the aberrant distribution of epigenetic modifications in AML [5].

Leukemia bearing translocations involving chromosome 11q23 is one of the most aggressive and drug-resistant leukemias, characterized by the presence of Mixed Lineage Leukemia (*MLL*) rearrangements. More than 79 fusion genes have been reported to translocate with *MLL*, sharing some correlation with disease phenotype and prognosis [6–8]. *MLL*-r leukemia exhibits a distinct characteristic of pathology and molecular mechanism from other subtypes of AML. It has been reported that *MLL*-r leukemia stem cells (LSCs) exhibits aberrantly increased levels of H3K4me3 and H3K79me2 [9–13]. The high level of H3K4me3 in LSC, due to the decreased expression of H3K4-specific demethylase KDM5B [12], was shown to be associated with LSC maintenance. In addition, the hyperactive H3K79 methyltransferase DOT1L has been reported to be responsible for the aberrant H3K79me2 in *MLL*-r leukemia [11, 13]. It was reported that the high levels of lysine-specific demethylase KDM1A (catalyzes the demethylation of H3K4me1/2 and H3K9me1/2) was essential for *MLL*-r induced leukemia [14]. SUV39H1, the first characterized mammalian lysine methyltransferase, catalyzes the di- and tri-methylation of histone 3 lysine 9 [15]. SUV39H1 is the predominant H3K9 methyltransferase expressed in mouse long-term hematopoietic stem cells (LT-HSCs), human cord blood cells and BM CD34^+^CD38^–^ HSCs [16]. Report showed that SUV39H1 expression declines with aging in human and mouse HSCs, leading to a global H3K9me3 reduction and perturbed heterochromatin function [16]. These results suggest a tight connection of SUV39H1 with aging, which is considered as one of the strongest predisposition factors for myeloid malignancy [17]. Interestingly, SUV39H1 has been reported to interact with Menin [18], which interacts with *MLL*-fusion proteins to promote oncogenesis [19, 20]. In *MLL*-r leukemic cells, Dot1L, via its binding to the DNA, interrupts the normal localization of Suv39h1 and Sirt1, and deletion of *Suv39h1* desensitizes leukemic cells to Dot1L inhibition [21]. In addition, Dot1L-mediated H3K79 methylation requires the predisposition of H3K9 acetylation, which is recognized by AF9 [22]. These studies suggest that SUV39H1 plays a role in *MLL*-r AML.

Here we examined the expression patterns of *SUV39H1* in *MLL*-r AML and normal hematopoietic cell populations, and its correlation with AML outcomes. We further dissected the role of SUV39H1 in *MLL*-r induced AML progression, and explored the underlying molecular pathways mediated by SUV39H1 in *MLL*-r AML progression. Our studies revealed a tumor suppressive role of Suv39h1 in *MLL*-r AML that is partially mediated by inactivation of *Hoxb13* and *Six1*, as well as reversion of Hoxa9/Meis1 downstream transcriptomes.

## Results

### Decreased expression of *SUV39H1* in both human and mouse AML leukemia stem cells in comparison with their normal counterparts

To examine the potential clinical relevance of SUV39H1 to human AML, the expression pattern of *SUV39H1* was assessed in two public AML databases in BloodSpot [23]. *SUV39H1* expression was significantly lower in a variety of leukemias, including the *MLL*-r AML, when compared with its expression in granulocyte-monocyte progenitor cells (GMPs) (Supplementary Fig. 1a) or with the nearest normal counterpart (Supplementary Fig. 1b), as recently published study [24]. In addition, the expression level of *SUV39H1* in stem/progenitor-enriched CD34^+^ AML cells was significantly lower than in normal cord blood CD34^+^ cells, which may either be due to the age effect [16] or the combinative effects of age and leukemia (Fig. 1a). We further explored the correlation between the expression level of *SUV39H1* and patient survival data using PrognoScan [25] and found that there was a trend that higher level of *SUV39H1* predicted better prognosis when patients were separated according to the median expression (Supplementary Fig. 1c–e). Using MLL-AF9 (MA9)-induced and MLL-NRIP3 (MN3)-induced AML mouse models, we further examined the expression level of *Suv39h1* in murine LSCs in comparison with HSPCs. We found that *Suv39h1* expression was reduced in both c-Kit^+^ defined LSCs [26] and L-GMP (labeled as Lin^−^Sca1^−^IL-7R^−^c-Kit^+^CD34^+^FcR-rII/III^+^) LSCs [27], as compared with their normal counterparts (Fig. 1b, c). These data suggest a potential role of Suv39h1 in AML maintenance.

**Fig. 1:**
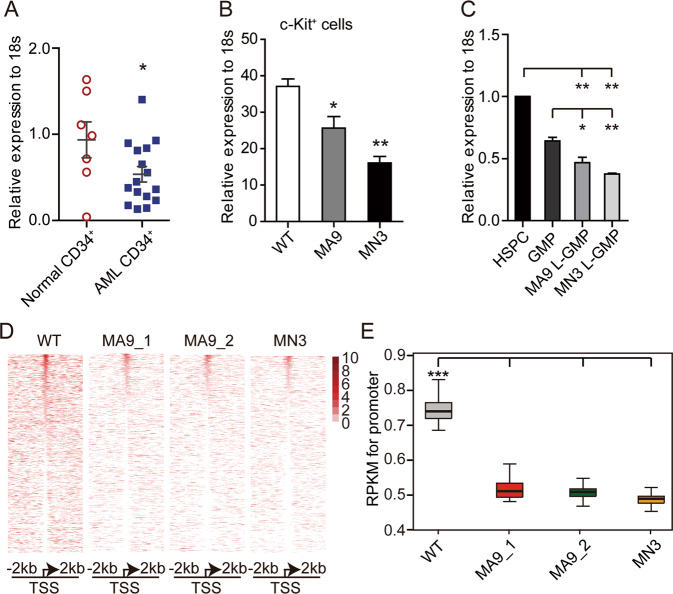
Differential expression of *SUV39H1* and distribution of H3K9me3 in *MLL*-r AML LSCs in comparison with normal counterparts. **a** Expression levels of *SUV39H1* in our in-house collected samples: bone marrow (BM) CD34^+^ cells from donors and AML patients. Data are presented as means ± s.e.m., *P < 0.05, Student’s *t* test. **b**, **c** Expression levels of *Suv39h1* in leukemic stem cell-enriched groups (defined as c-Kit^+^ in **b**, and as L-GMP, IL-7R^–^Lin^–^Sca-1^–^c-Kit^+^CD34^+^CD16/32^+^ in **c**) isolated from two *MLL*-r AML mouse models compared with the expression in normal murine HSPCs. MA9, MLL-AF9; MN3, MLL-NRIP3 (see Materials and Methods). Data are presented as means ± s.e.m., *n* = 3, *P < 0.05, **P < 0.01, Student’s *t* test. **d** Heat maps showing ChIP-seq signal of H3K9me3 at TSSs ± 2 kb regions for all genes in c-Kit^+^ cells isolated from WT or *MLL*-r leukemic mice. **e** Box plots showing changes in ChIP-seq signals of H3K9me3 at TSSs ± 2 kb regions of genome in c-Kit^+^ cells isolated from WT or MLL-r leukemic mice. ***P < 0.001, Wilcoxon test.

### Differential distributions of H3K9me3 in normal hematopoietic stem/progenitor cells and leukemia stem cells

Suv39h1 has been shown to be the most abundant H3K9 methyltransferase in HSPCs [16, 17]. This observation was confirmed by using droplet digital PCR for absolute quantification of H3K9 methyltransferases in c-Kit^+^ cells (Supplementary Fig. 1f). Since the aberrant distribution of H3K9me3 was observed widely in AML patients [28], we therefore, hypothesized that decreased expression of Suv39h1 may contribute to a reduction of genomic H3K9me3 occupancy in LSCs. To gain an overview of H3K9me3 occupancy in *MLL*-r AML, we performed H3K9me3 chromatin immunoprecipitation sequencing (ChIP-seq) in c-Kit^+^ cells from WT controls, MA9 and MN3 AML mice. The distributions of H3K9me3 on the whole genome and around TSS (transcriptional start site, defined as TSS ± 2 kb) were significantly lower in AML LSCs than in normal HSPCs (Fig. 1d, e and Supplementary Fig. 2a, b). Consistent with previous H3K9me3 ChIP-seq data in human peripheral blood mononuclear cells from ENCODE [GSM613878], the H3K9me3 peaks in the WT, MA9, and MN3 groups had a higher chance of being located in intergenic and intron regions (Supplementary Fig. 2c). Gene ontology (GO) analyses of the H3K9me3 differentially enriched genes revealed an involvement of several important signaling pathways mis-regulated in cancers (Supplementary Fig. 2d), suggesting a dysregulated distribution of H3K9me3 in leukemogenesis.

### *SUV39H1* expression levels affect the leukemic progression of *MLL-AF9-*induced AML

To delineate the role of SUV39H1 in *MLL*-r AML, we used a lentivirus-mediated transduction system to restore the expression of *Suv39h1* in MA9 BM AML cells. MA9 leukemia cells isolated from quaternary recipients (P3 MA9 cells) that were infected with Suv39h1-overexpression lentivirus have been stably passaged for three times (Fig. 2a). Sorted eGFP^+^ cells were transplanted to sublethally-irradiated recipient mice (Supplementary Fig. 3a). Western blotting analysis confirmed the restored expression of Suv39h1 (about 1.7-fold increase than WT cells) with a moderate increase in global H3K9me3 levels in Suv39h1-overexpressed (SUV-OE) P2 cells (Fig. 2b). Consistent with qRT-PCR result (Fig. 1b), we observed a decrease of Suv39h1 in regular AML cells in comparison with normal BM cells (Fig. 2b). The stably passaged SUV OE MLL-AF9 leukemia cells are highly enriched with LSCs and rather malignant. Once transplanted, mice can quickly develop leukemia and died in a short period of time. To ensure that the survival experiment data of leukemic mice are more discernable and accurate, we chose two relatively low doses of leukemia cells (Cell No. 1 × 10^3^ or 1 × 10^4^) for transplantation in our study. Significantly, Suv39h1 overexpression prolonged the survival of secondary murine recipients (Fig. 2c, d), as well as in the tertiary recipients (Fig. 2e, f). Moreover, immunoblot analyses of SUV-OE MLL-AF9 leukemia cells (P1 and P2 cells) showed that overexpression of Suv39h1 increased H3K9 trimethylation level in the whole BM cells isolated from secondary and tertiary recipient mice (Supplementary Fig. 3b, c). Considering the crucial role of LSC in the initiation and maintenance of leukemia, we further analyzed the effect of Suv39h1 on LSCs in MA9 AML mouse model. As assessed by immunophenotype, the frequency and absolute number of c-Kit^+^ and L-GMP LSCs in BM and SP were significantly decreased in SUV-OE groups when compared with those in controls (Fig. 3a–d and Supplementary Fig. 3d). Functional analyses with limiting dilution assays revealed an approximately fivefold and sixfold decreases in LSC numbers in SUV-OE AML cells from primary and secondary recipients, respectively (Fig. 3e, f).

**Fig. 2:**
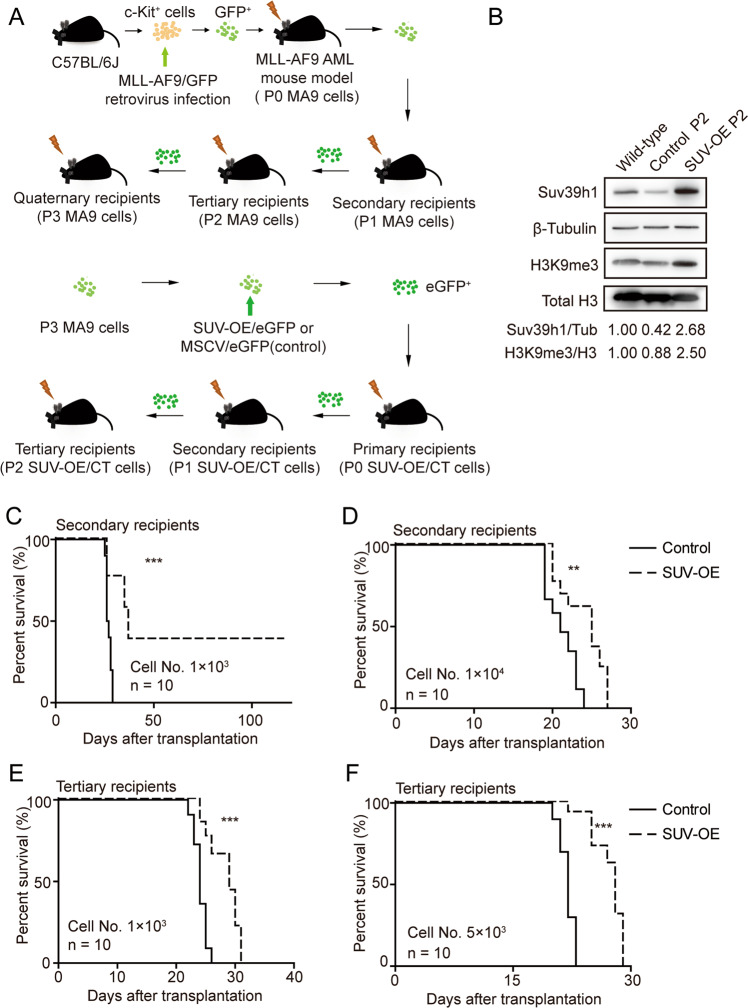
Restoring *SUV39H1* expression suppressed leukemic progression of *MLL-AF9*-induced murine AML. **a** Experimental scheme of establishing Suv39h1 overexpressing (SUV-OE) and control murine AML models. **b** Immunoblot analysis of Suv39h1 and H3K9me3 levels in whole BM cells from control or SUV-OE tertiary recipients. Densitometry was determined by ImageJ, *n* = 2. **c**, **d** Kaplan–Meier survival curve of secondary recipients (transplanted with P0 cells, 1 × 10^3^ cells per group for (**c**) and 1 × 10^4^ cells per group for (**d**). *n* = 10, **P < 0.01, ***P < 0.001, Mantel–Cox test. **e**, **f** Kaplan–Meier survival curve of tertiary recipients (transplanted with P1 cells, 1 × 10^3^ cells per group for (**e**) and 5 × 10^3^ cells per group for (**f**). *n* = 10, ***P < 0.001, Mantel–Cox test.

**Fig. 3:**
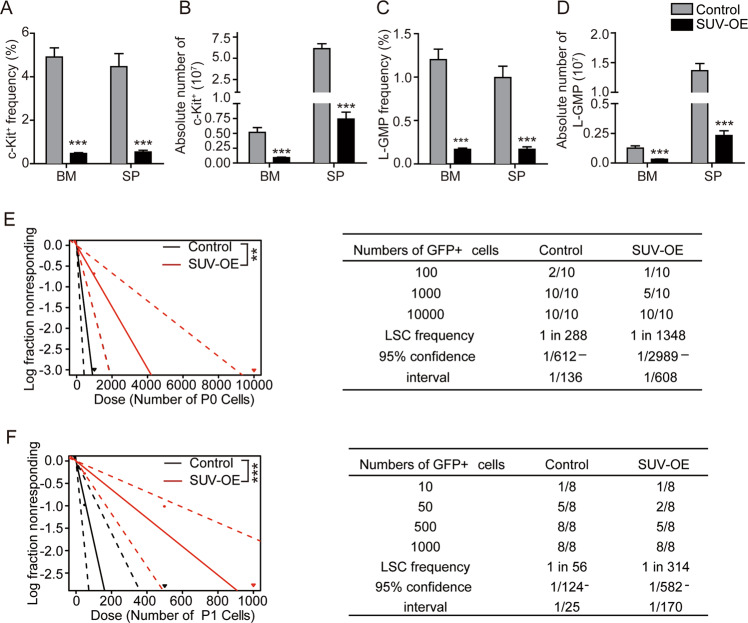
*SUV39H1* overexpression reduced the frequency of leukemia stem cells in *MLL-AF9*-induced murine AML. **a**, **c** Cell frequency analyses of c-Kit^+^ (**a**) and L-GMP (**c**) in bone marrow (BM) and spleen (SP) from moribund tertiary recipients using flow cytometry. *n* = 6, ***P < 0.001, Student’s *t* test. **b**, **d** Absolute cell number of c-Kit^+^ (**b**) and L-GMP (**d**) in BM and SP from moribund tertiary recipients. Leukemic cells were collected from femur, tibia and ilium (for BM) and whole SP (for SP), and dead cells were excluded using Trypan blue staining. *n* = 6, ***P < 0.001, Student’s *t* test. **e**, **f** Limiting dilution assay estimation of LSC frequency of P0 (**e**) and P1 (**f**) AML cells. Left panels: Logarithmic plot showing the percentage of non-responding recipients transplanted with different cell doses of eGFP^+^ P0 (**e**) and P1 (**f**) BM cells. Right panels: Table showing the number of recipients that developed leukemia and total number of recipients transplanted per cell dose. The chi-squared test was used. **P < 0.01, ***P < 0.001.

### Restored expression of Suv39h1 induced apoptosis and suppressed proliferation of LSCs

The reduced frequency of LSCs by SUV-OE in MA9 AML mice prompted us to further investigate whether SUV-OE alters the apoptosis and cell cycle in LSCs. We observed a slightly increased percentage of apoptotic c-Kit^+^ and L-GMP LSCs in BM and SP in the SUV-OE mice group (Fig. 4a, b). Flow cytometry analysis of c-Kit^+^ LSCs from BM and SP revealed a significantly decreased proportion of cells at the S/G2/M phase and a concordant increased proportion of G0/G1 phases in SUV-OE c-Kit^+^ LSCs cells when compared with the proportions in control cells (Fig. 4c, d). Further analyses of the cell cycle status with either Ki67 staining or BrdU incorporation of L-GMP cells revealed similar results (Fig. 4e–g). Interestingly, since Ki67 is not expressed in G0 phase, we could distinguish that the increased G0/G1 phase is mainly due to the increased of G1 phase but not G0 phase. These data collectively showed that restoration of Suv39h1 expression level induces the apoptosis of LSCs and impairs the proliferation of LSCs.

**Fig. 4:**
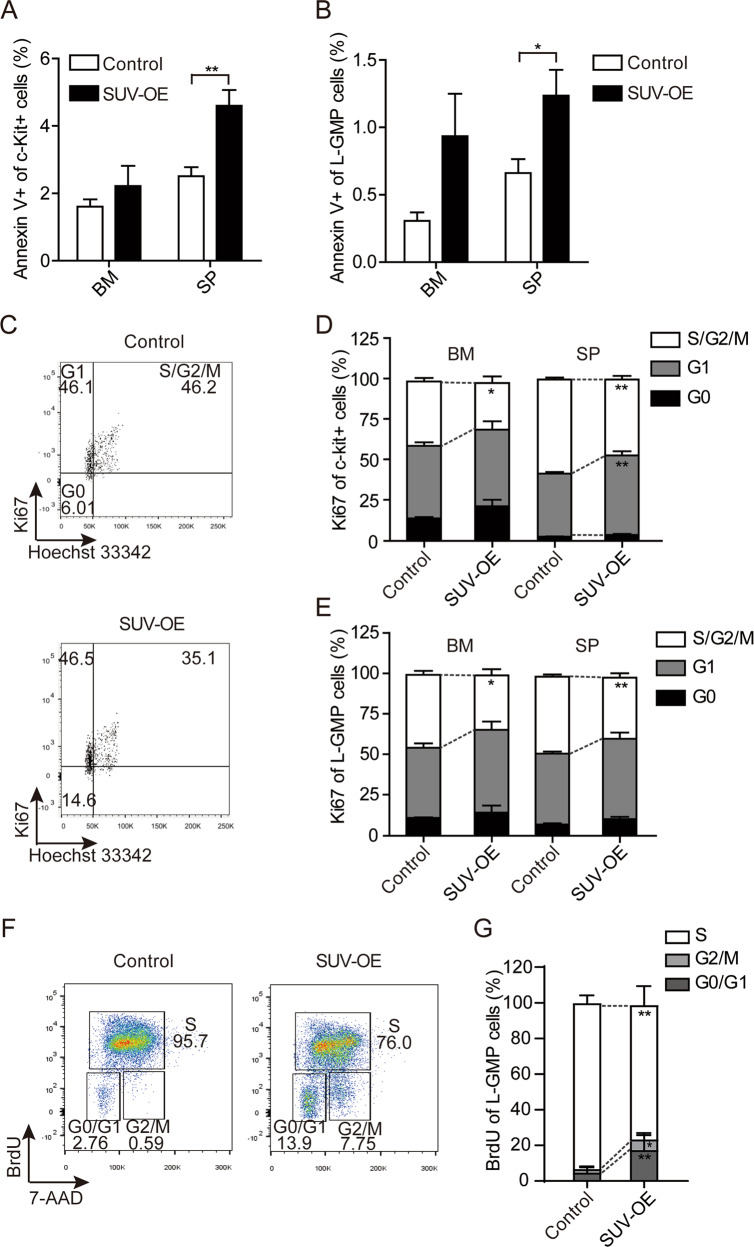
Increase expression of *Suv39h1* induced apoptosis and suppressed proliferation of leukemia cells. **a**, **b** Apoptosis analyses of c-Kit^+^ (**a**) and L-GMP (**b**) LSCs in BM and SP from moribund tertiary recipients. *n* = 7 for each group. *P < 0.05, **P < 0.01, Student’s *t* test. **c** Representative flow cytometric analysis of cell cycle of L-GMP in BM from tertiary recipients. **d**, **e** Quantification of G0, G1 and S/G2/M phases of c-Kit^+^ (**d**) and L-GMP (**e**) cells in BM and SP from tertiary recipients. *n* = 7 for each group. *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t* test. **f** Flow cytometry was used to evaluate proliferation of leukemia stem cells (L-GMP) in SUV-OE (*n* = 8) and Control (*n* = 9) mice (BrdU incorporation assay). **g** Quantification of G0/G1, S and G2/M phases of L-GMP cells in BM (**f**). *P < 0.05, **P < 0.01, Student’s *t* test.

To substantiate our in vivo observations in *MLL*-r murine model, we further restored the expression of *SUV39H1* in human THP-1, Molm13 and Nomo-1 cell lines, which bearing the *MLL* fusion gene (Supplementary Fig. 4a–c). Colorimetric-based CCK8 assay showed that restoration of SUV39H1 expression significantly suppressed the cell growth in these three cell lines (Supplementary Fig. 4d–f) and the proliferation abilities of Nomo-1 cells (Supplementary Fig. 4g–j). Furthermore, the apoptotic ratios of SUV-OE cell lines were much higher than that of the controls (Supplementary Fig. 4k–p). In addition, Suv39h1 shRNA knockdown (Supplementary Fig. 4q, r) could promote the cell growth of THP-1 and Molm13 cells (Supplementary Fig. 4s, t) and cell cycling of Molm13 cells (Supplementary Fig. 4u, v) when compared with the controls. Collectively, these results suggest a tumor suppressive role of SUV39H1 in both *MLL*-r AML mouse model and human cell line.

### Suppression of *Suv39h1* accelerated the leukemic progression in *MLL-AF9-*induced AML

Chaetocin was the first reported inhibitor for SUV39H1/H2 [29], although the follow-up studies showed that this inhibition was not totally specific and time-dependent [30–32]. Recent study indicates a suppressive role of chaetocin in human AML cell lines and in a xenograft mouse model (none of these cell lines bearing *MLL*-*r* translocation as reported) [33, 34]. Since there isn’t a specific inhibitor of SUV39H1, we therefore used chaetocin to test the potential effect of this non-specific inhibitor of SUV39H1 in MA9 AML mouse models. We examined the effect of chaetocin treatment with different dosages and regimens during leukemia progression. First, sub-lethally irradiated mice were transplanted with 1 × 10^4^ MA9 P2 AML cells, then treated with chaetocin or vehicle one day after transplantation (Fig. 5a). Shortened survivals were observed in low dosage (0.25 mg chaetocin /kg) group. A slightly accelerated disease progression was also observed in high dosage group (0.5 mg/kg, the same dosage as used in ref. [34]) (Fig. 5b). No obvious body weight changes were observed in low dosage group in comparison with vehicle group (Supplementary Fig. 5a). The same treatment but with lower input leukemia cells also showed accelerated disease progression when treated with chaetocin (Fig. 5c and Supplementary Fig. 5b). If chaetocin treatment started around 5% GFP^+^ cells in peripheral blood, no significant differences were observed between chaetocin and vehicle treatment group (Supplementary Fig. 5c–h). We confirmed that the level of H3K9me3 was decreased upon chaetocin (higher dose) treatment (Supplementary Fig. 5i, j).

**Fig. 5:**
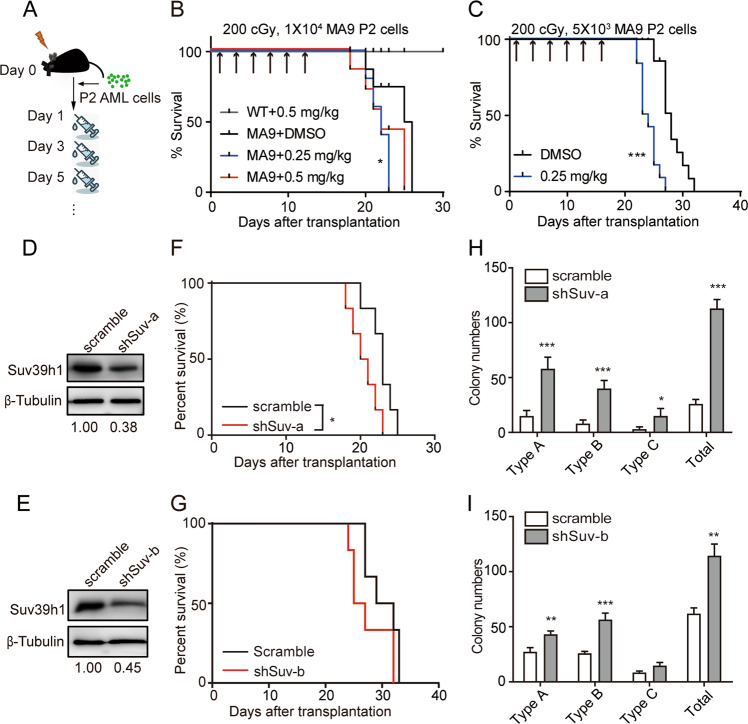
Chaetocin treatment or *Suv39h1* knockdown accelerated AML progression. **a** Experimental scheme of chaetocin treatment. Mice were sub-lethally irradiated, and transplanted with MA9 P2 AML cells. Chaetocin treatment started at 1 day after transplantation. Intraperitoneal (ip) injections were done every 2 days. **b** Kaplan–Meier survival curve. Mice were treated as described in (**a**). Median survival: 25.5 days for DMSO group, 22 days for both dosages of chaetocin groups. *n* = 5 for each group. Mantel–Cox test, *P < 0.05 for 0.25 mg/kg chaetocin group only. **c** Kaplan–Meier survival curve. Mice were treated as described in (**a**). Median survival: 28 days for DMSO group, 23.5 days for chaetocin group. *n* = 12 for each group. Mantel–Cox test, ***P < 0.0001. **d**, **e** Immunoblot analyses of Suv39h1 level in whole BM cells from control or shSUV primary recipients (**d** for shSuv-a and **e** for shSuv-b). Densitometry was determined by ImageJ. **f**, **g** Kaplan–Meier survival curves of secondary (transplanted with P0 cells, 2 × 10^4^ cells per group, (**f**) for shSuv-a and (**g**) for shSuv-b) recipients. *n* = 6 for each group, Mantel–Cox test *P < 0.05 for shSuv-a. **h**, **i** Colony-forming assays of BM leukemic cells from secondary recipients (**h** for shSuv-a and **i** for shSuv-b); *n* = 4, *P < 0.05, ***P < 0.001, Student’s *t* test.

Considering the non-direct effect of chaetocin on SUV39H1 [30–32], we further explored whether direct suppression of *Suv39h1* would accelerate leukemia progression by reducing the expression of *Suv39h1* using shRNA-mediated knockdown (Fig. 5d, e). *Suv39h1* knockdown with shSUV-a accelerated the progression of leukemia with an average of 20.5-day survival in shSUV-a group vs. 23-day in scramble established in parallel with shSUV-a (Fig. 5f), and 26-day survival in shSUV-b group vs. 30.5-day in its parallel scramble (Fig. 5g). The effect of *Suv39h1* knockdown on survival was further reconfirmed with simultaneously established scramble, shSuv-a, and shSuv-b groups. An average of 24-day survival in shSUV-a, 25-day survival in shSUV-b respectively vs. 28-day in scramble group were observed (Supplementary Fig. 6a, b). The levels of H3K9me3 were decreased accompanied with *Suv39h1* knockdown (Supplementary Fig. 6c, d). In addition, the LSC frequencies measured by the colony-forming capacity assay, were increased in sh-SUV groups as compared with the controls (Fig. 5h, i). These data demonstrated that *Suv39h1* is a critical regulator of leukemia progression in *MLL*-r AML.

### Suv39h1 overexpression led to dysregulation of transcriptional program involved in leukemia

To examine the underlying mechanisms by which Suv39h1 restoration suppresses *MLL*-r leukemia progression, gene expression profiles were assessed using RNA-Seq in LSCs. 

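RNA-Seq covered AML c-Kit+ cells from moribund P1 mice, with 2 libraries of control cells (replicates 3 and 4) and 2 libraries of SUV-OE cells (replicates 2 and 3), all labelled as RNA-seq batch 2. The authors deposited 1 FPKM value per gene and library for 23552 genes, which the paper describes as computed with Cufflinks after alignment to mm10. Reads per library, recovered from the steps between the FPKM values, ranged from 20133965 to 23623703, with a median of 22442158.5 in control and 20546820 in SUV-OE. In each library the factor by which the authors divided was smaller than the recovered reads, and at those factors 3 reads on a gene with 1 kb of exons gave an FPKM of 0.154 to 0.178, which covers counting error only. For each of the 13736 genes with a mean FPKM of at least 0.5, log2(FPKM + 1) was compared between SUV-OE and control with limma, using a moderated test with an intensity trend. A gene was called a DEG at the paper's thresholds, an adjusted p-value under 0.05 by the Benjamini-Hochberg method and an absolute log2 fold change of at least 1. Fold changes on the log2(FPKM + 1) scale understate the change of genes with low expression. The targeted gene, Suv39h1 (ENSMUSG00000039231, chromosome X, 8061171 to 8074760 in mm10), had an FPKM of 12.4 in each control library and of 75.3 and 81.2 in the SUV-OE libraries. Its log2 fold change was 2.56 (standard error 0.11, limma adjusted p = 0.00866). The other H3K9 methyltransferase genes tested, Suv39h2, Setdb1, Setdb2, Ehmt1 and Ehmt2, had log2 fold changes from -0.35 to 0.14, and none was a DEG. Kit, the gene of the surface marker used to isolate the cells, had a log2 fold change of 0.43 (standard error 0.12, limma adjusted p = 0.160).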

A total of 684 genes were differentially expressed (|log_2_FC| ≥ 1 and FDR < 0.05). 

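In the deposited FPKM, 168 of the 13736 tested genes were DEGs by limma. At any fold change, 177 genes had a limma adjusted p-value under 0.05, and 2842 genes had an unadjusted p-value under 0.05. In each of the 168 DEGs, both SUV-OE libraries lay on the same side of both control libraries. Of all tested genes, 25.4% had both SUV-OE libraries above both control libraries and 28.4% had both below, where chance gives 16.7% in each direction. Regardless of any test, 559 genes had an absolute log2 fold change of at least 1. The number of DEGs depended most on the filter and the test. With no filter on low values, 0 of 23552 genes were DEGs and 4177 had an unadjusted p-value under 0.05. With limma-voom on the reads recovered from the FPKM, an alternative chosen after the data were seen, 676 of the 14334 genes with a mean of at least 10 reads were DEGs. These 676 included 148 of the 168 DEGs in the same direction.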

Among these genes, 158 were down-regulated, and 526 were upregulated (Fig. 6a, b). 

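Of the 168 DEGs in the FPKM, 112 were up in SUV-OE and 56 were down, so 66.7% were up (95% Wilson confidence interval 59.2% to 73.4%). The upregulated DEG with the largest fold change was Ifi213, with an FPKM of 0.0301 and 0.0607 in control and of 16.7 and 16.9 in SUV-OE. Its log2 fold change was 4.09 (standard error 0.12, limma adjusted p = 0.00567), and the DEGs Ifi209 and Mndal lie within 1 Mb of it. The next were Gm26869 with a log2 fold change of 3.97, Gm13230 with 3.96, Zfp971 with 3.81 and Epcam with 3.79. Gm26869 overlaps Zfp971 on the opposite strand and Gm13230 is annotated as a pseudogene, so the values of Gm26869, Zfp971 and Gm13230 are uncertain. Among the down-regulated DEGs with large fold changes were Xlr with a log2 fold change of -3.54, Rbp4 with -3.36, Psma8 with -2.77 and Cgnl1 with -2.76. Among the genes marked in Fig. 6b, Pax5 had an FPKM of 0.0232 and 0.0335 in control and of 0.637 and 1.96 in SUV-OE. Its log2 fold change was 1.10 (standard error 0.32, limma adjusted p = 0.168). Dntt had an FPKM of 0.0725 and 0.390 in control and of 6.01 and 19.0 in SUV-OE. Its log2 fold change was 3.28 (standard error 0.52, limma adjusted p = 0.0692). Adjusted over the genes the paper names alone, the limma p-value was 0.0365 for Pax5 and 0.00606 for Dntt. The paper named both as DEGs of its RNA-seq, so this narrower adjustment is not independent support. By limma-voom, the adjusted p-value was 0.0395 for Pax5 and 0.0432 for Dntt.

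**Figure D1:**
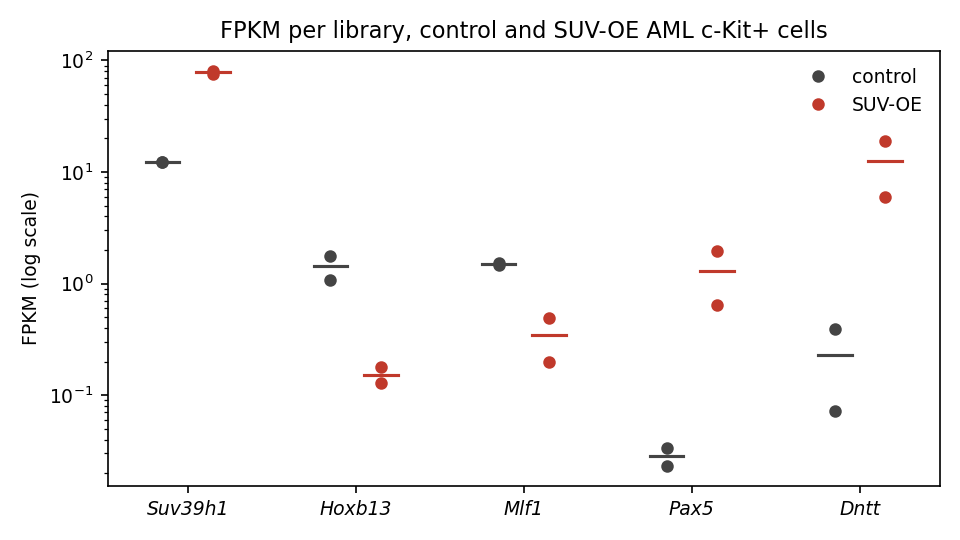
FPKM of Suv39h1, Hoxb13, Mlf1, Pax5 and Dntt, on a log scale. Each point is 1 library, grey for control and red for SUV-OE, and each line is the mean of 2 libraries, with the SUV-OE points of Hoxb13 and Mlf1 below the control points and those of Suv39h1, Pax5 and Dntt above them.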

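Gene lists were tested with limma's camera on all tested genes, with an inter-gene correlation of 0.01. KEGG pathways were not used here, so lists written before the data were examined and Reactome sets stood in for them. In a list of ECM-receptor interaction genes, 18 of 23 tested genes were higher in SUV-OE. The median log2 fold change of this list was 0.30 (limma's camera, adjusted p = 1.13e-05). In a list of hematopoietic lineage genes, 23 of 31 tested genes were higher, with a median log2 fold change of 0.44 (limma's camera, adjusted p = 1.13e-05). Taken over the DEGs alone by Fisher's exact test, the adjusted p-value was 0.0525 for the ECM-receptor list and 0.449 for the hematopoietic lineage list. A list of p53 targets was not shifted, with 14 of 25 genes lower (limma's camera, adjusted p = 0.730), while Fisher's exact test on its upregulated DEGs, Perp and Trp53inp1, named after their values were seen, gave an odds ratio of 10.7 and an adjusted p-value of 0.0525. The Reactome set for PIP3 and AKT signaling was not shifted either, with 26 of 48 genes lower (limma's camera, adjusted p = 0.575).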

KEGG pathway analyses of these differentially expressed genes (DEG) showed enrichment of transcriptional mis-regulation in cancer, ECM-receptor interaction, hematopoietic cell lineage, and several signaling pathways, such as PI3K-Akt pathway, FOXO pathway and p53 pathway (Supplementary Fig. 7a). Most of these pathways were consistent with the differential H3K9me3 peaks in LSCs vs. HSCs (Supplementary Fig. 2d). The relationships between these enriched KEGG pathways of DEGs were further dissected with Cytoscape. These KEGG pathways primarily fell into two groups: one group contained up-regulated apoptosis as one of the most central pathways, and the other contained down-regulated metabolic pathways (Supplementary Fig. 7b). 

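The FPKM of apoptosis and metabolic genes were compared over all tested genes rather than over the DEGs. In a list of pro-apoptotic genes, 10 of 24 tested genes were higher in SUV-OE and 14 were lower, with a median log2 fold change of -0.05 (limma's camera, adjusted p = 0.768). The Reactome set Apoptosis had 92 of 128 genes lower in SUV-OE, with a median log2 fold change of -0.19 (limma's camera, adjusted p = 0.0170). After quantile normalization, its adjusted p-value was 0.520. The Reactome set Metabolism had 665 of 1033 genes lower, with a median log2 fold change of -0.12 (limma's camera, adjusted p = 0.0237), and its adjusted p-value was 0.355 after quantile normalization. All 18 genes of a citric acid cycle list were lower in SUV-OE, with a median log2 fold change of -0.30 (limma's camera, adjusted p = 0.000147). After quantile normalization, the adjusted p-value of this list was 0.0770. In a list of purine, pyrimidine and folate synthesis genes, 27 of 29 were lower, with a median log2 fold change of -0.33 (limma's camera, adjusted p = 3.63e-06). A list of glycolysis genes was not shifted, with 10 of 20 genes lower in SUV-OE (limma's camera, adjusted p = 0.730).

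**Figure D2:**
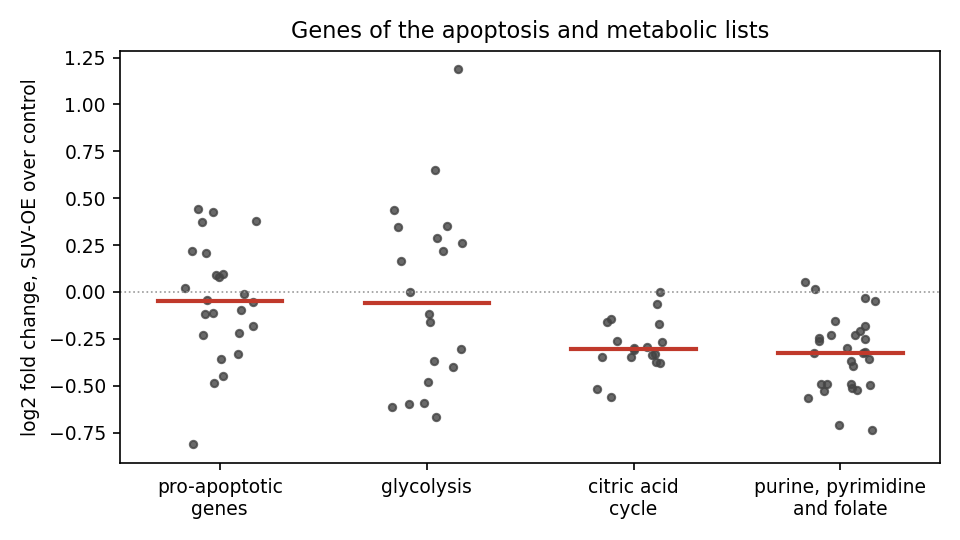
Log2 fold change of FPKM in SUV-OE over control, on the log2(FPKM + 1) scale, for 4 gene lists. Each point is 1 gene and each red line is the median of a list, which lies at -0.30 for the citric acid cycle and at -0.33 for purine, pyrimidine and folate synthesis.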

The upregulated apoptosis was consistent with the increased apoptosis phenotype in SUV-OE LSCs from MA9 AML mice (Fig. 4a, b). The dysregulated metabolic pathways might be due to the decreased expression of transcription factor *Six1* (Fig. 6b, c), which was reported as a regulator of metabolism [35, 36].

**Fig. 6:**
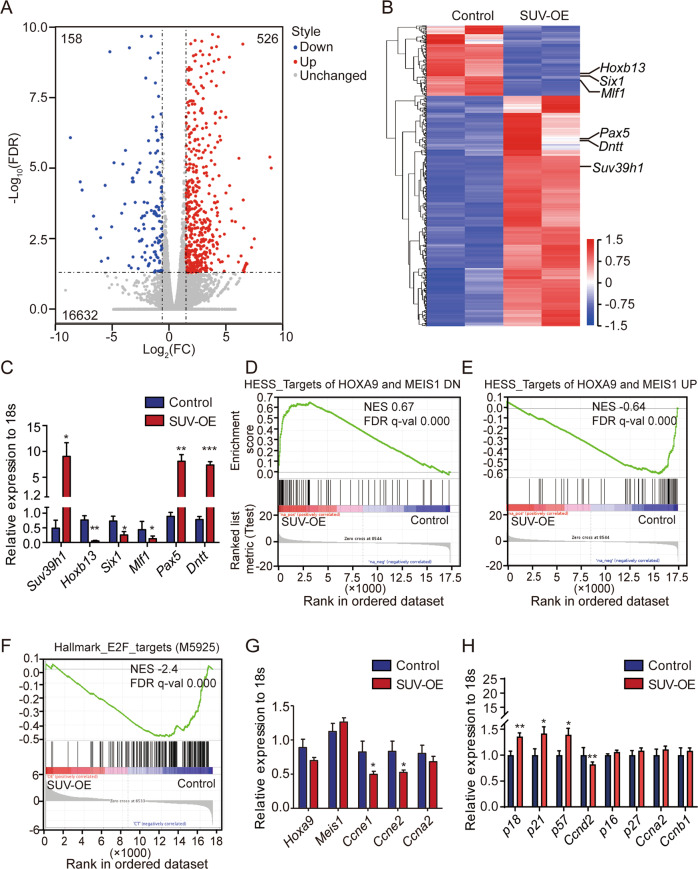
*Suv39h1* overexpression resulted in dysregulation of transcriptional program involved in leukemia. **a** Control and SUV-OE P1 AML c-Kit^+^ cells from moribund mice were used for RNAseq analysis. Volcano plot of the transcriptome profile is presented. Red dots and blue dots represent differentially expressed genes (DEGs) with a log_2_FC ≥ 1 and FDR < 0.05 (DESeq2) or log_2_FC ≤ −1 and FDR < 0.05, respectively, and black dots represent genes with no significant differences between control and SUV-OE. *n* = 2 per group. **b** Heatmap showing the DEGs, |log_2_FC| ≥ 1, FDR < 0.05 between control and SUV-OE AML c-Kit^+^ cells using RNAseq analysis. **c**, **g** Quantitative RT-PCR analysis of DEGs revealed using RNA-Seq in control and SUV-OE c-Kit^+^ cells. Data are presented as the means ± s.e.m., *n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t* test. **d**, **e** Gene set enrichment analysis demonstrating increased gene expression of the down-regulated targets and decreased expression of upregulated targets of HOXA9 and MEIS1 in SUV-OE groups compared with the expression in controls. NES (nominal enrichment score), FDR (false discovery rate). **f** Gene set enrichment analysis showing decreased expression of hallmark of E2F targets in SUV-OE groups compared with the expression in controls. **h** qRT-PCR analysis of cell cycle related genes. Data are presented as the means ± s.e.m., *n* = 3, *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t* test.

Gene set enrichment analysis [37] demonstrated an increased expression of suppressed target genes by HOXA9 and MEIS1, and a decreased expression of the activated target genes by HOXA9 and MEIS1 [38] in the SUV-OE group (Fig. 6d, e), suggesting a suppressive effect of Suv39h1 on HOXA9 and MEIS1 signature genes. 

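HOXA9 and MEIS1 target lists were not used here, and the genes of these factors were examined instead. Hoxa9 had an FPKM of 57.3 and 43.0 in control and of 40.1 and 41.5 in SUV-OE, and its log2 fold change was -0.28 (standard error 0.17, limma adjusted p = 0.421). Meis1 had an FPKM of 14.5 and 13.5 in control and of 17.2 and 14.8 in SUV-OE, and its log2 fold change was 0.18 (standard error 0.13, limma adjusted p = 0.484). Hoxa10 had a log2 fold change of -0.28 (standard error 0.15, limma adjusted p = 0.379). None of Hoxa9, Meis1 and Hoxa10 was a DEG. In a list of MLL fusion target genes, 20 genes were tested, of which 8 were lower in SUV-OE and 12 were higher (limma's camera, adjusted p = 0.357).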

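A list of 70 E2F target genes, written before the data were examined, was tested in the FPKM of the SUV-OE and control cells. Of these genes, 65 were lower in SUV-OE and 5 were higher, and 51 had both SUV-OE libraries below both control libraries. The median log2 fold change of the list was -0.37 (limma's camera, adjusted p = 1.81e-09). With each library left out in turn, the median stayed between -0.42 and -0.27. No gene of the list was a DEG, and Fisher's exact test on the DEGs gave an adjusted p-value of 1. The Reactome set DNA Replication had 90 of 99 genes lower (limma's camera, adjusted p = 7.42e-09). Of single cell cycle genes, Ccne1 had an FPKM of 8.94 and 9.60 in control and of 5.27 and 5.26 in SUV-OE. Its log2 fold change was -0.71 (standard error 0.11, limma adjusted p = 0.0692). Ccne2 had a log2 fold change of -0.35 (standard error 0.19, limma adjusted p = 0.371).

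**Figure D3:**
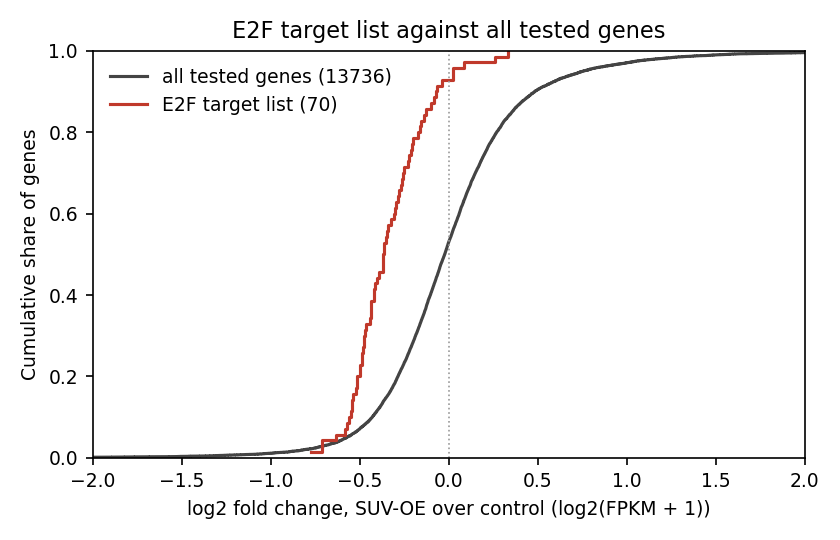
Cumulative share of genes against log2 fold change in SUV-OE over control, on the log2(FPKM + 1) scale, for 70 E2F target genes (red) and all 13736 tested genes (grey). The red curve lies to the left of the grey curve over most of its range, with 65 of its 70 genes below 0.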

A suppression of E2F targets was also observed in the SUV-OE group (Fig. 6f), which was consistent with the phenotype of suppression of cell proliferation with SUV-OE (Fig. 4c–e). In addition, we found *Six1*, one of the MA9 targets [11, 39], was among the top of DEGs. Using qRT-PCR, we further validated the differential expression of several DEGs implicated in leukemogenesis, including *Six1*, *Hoxb13*, *Mlf1*, *Pax5* and *Dntt* (Fig. 6c). Genes involved in cell cycle regulation were also validated using qRT-PCR (Fig. 6g, h). These data indicated that Suv39h1 regulates leukemic transcriptional program in *MLL*-r leukemia.

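Across the 13736 tested genes, Pearson's r of log2(FPKM + 1) was 0.970 between the control libraries and 0.985 between the SUV-OE libraries. Between a control and a SUV-OE library it was from 0.953 to 0.966. These are correlations across genes, which are not independent replicates. From the DEGs, the gene set enrichment analysis and the qRT-PCR, the paper concludes that Suv39h1 regulates the leukemic transcriptional program in MLL-rearranged leukemia.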

### *Hoxb13* functions as a downstream effector of Suv39h1, and restoration of *Hoxb13* neutralizes the effect of SUV-OE

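Among the down-regulated genes that the paper marks in Fig. 6b, Hoxb13 (ENSMUSG00000049604, chromosome 11, 96194316 to 96197447 in mm10) had an FPKM of 1.77 and 1.07 in control AML c-Kit+ cells and of 0.179 and 0.127 in SUV-OE cells. The recovered reads were 76 and 40 in control and 7 and 5 in SUV-OE. The log2 fold change of Hoxb13 was -1.06 (standard error 0.21), with a limma adjusted p-value of 0.0983 over all tested genes and of 0.0131 over the genes the paper names. Mlf1 had an FPKM of 1.53 and 1.48 in control and of 0.197 and 0.491 in SUV-OE. Its log2 fold change was -0.91 (standard error 0.19), with a limma adjusted p-value of 0.102 over all tested genes and of 0.0131 over the genes the paper names. The paper named Hoxb13 and Mlf1 as DEGs of its RNA-seq, so the narrower adjustment is not independent support. By limma-voom on recovered reads, chosen after the data were seen, the log2 fold change was -3.10 for Hoxb13 (adjusted p = 0.0230) and -2.21 for Mlf1 (adjusted p = 0.0466).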

Given the transcriptional suppressive role of Suv39h1 by maintaining the transcriptional repressive modification mark H3K9me3, we focused on genes with significantly decreased expression in SUV-OE vs. control AML c-Kit^+^ cells. Among those leukemia-associated genes mentioned above, *Hoxb13* was of particular interesting because it is recurrently mutated in several types of cancers, including leukemia [40]. H3K9me3 ChIP-qPCR revealed that the H3K9me3 level at the promoter of *Hoxb13* was increased by twofold in SUV-OE groups (Fig. 7a), suggesting the decreased expression of *Hoxb13* might be a direct effect of the acquisition of H3K9me3 modification. By restoration of the *Hoxb13* expression in SUV-OE AML cells (Fig. 7b), we found an accelerated leukemia progression in SUV-OE AML mice, indicating that *Hoxb13* restoration abolished the effect of SUV-OE on prolonged survival of *MLL*-r AML mice (Fig. 7c). *Hoxb13* restoration also increased the colony formation capacity of SUV-OE cells (Fig. 7d). These data suggested a possible role of *Hoxb13* in leukemia progression.

**Fig. 7:**
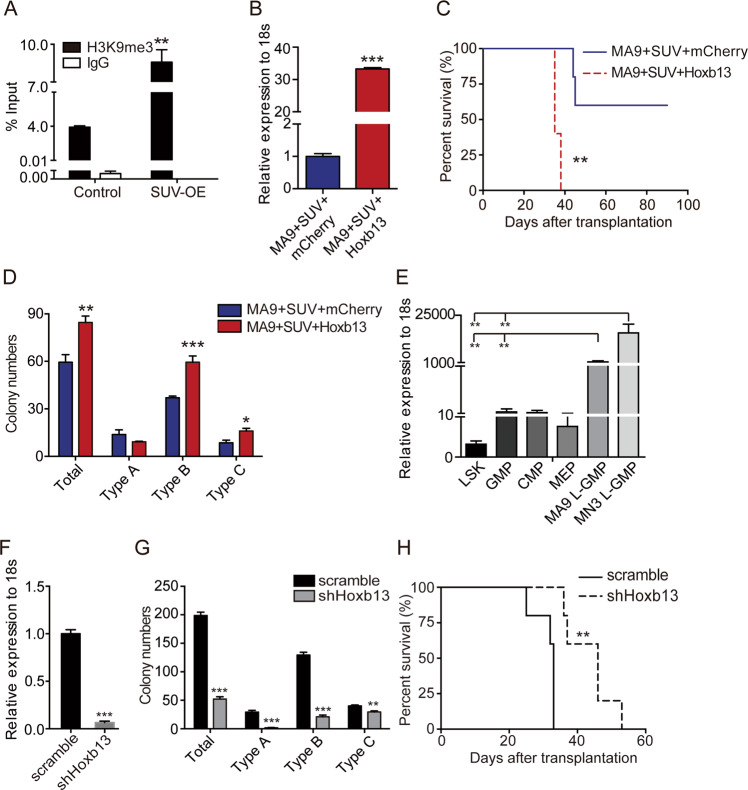
*Hoxb13* functioned as a downstream effector of SUV-OE and regulated MA9 AML progression. **a** H3K9me3 ChIP-qPCR analysis of *Hoxb13* promoter in c-Kit^+^ cells from control and SUV-OE AML mice. Data are presented as the means ± s.e.m., *n* = 3, **P < 0.01, Student’s *t* test. **b** Quantitative RT-PCR analysis of *Hoxb13* level in SUV-OE cells with Hoxb13-OE (MA9 + SUV + Hoxb13). Control cells were obtained in parallel with Hoxb13-OE cells (MA9 + SUV + mcherry). Data are presented as the means ± s.e.m., *n* = 3, ***P < 0.001, Student’s *t* test. **c** Kaplan–Meier survival curve of secondary recipients transplanted with leukemia cells; 1 × 10^3^ cells per group, *n* = 6, **P < 0.01, Mantel–Cox test. **d** Colony-forming assay of MA9 + SUV + Hoxb13 and control cells from secondary recipients; *n* = 4, *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t* test. **e** qRT-PCR analysis of *Hoxb13* level in normal murine HSPCs and leukemia stem cells from *MLL*-r leukemic mice. *n* = 3, *P < 0.05, **P < 0.01, Student’s *t* test. **f** *Hoxb13* expression levels in MA9 AML cells with mock shRNA or shHoxb13 (knockdown). *n* = 3, ***P < 0.001, Student’s *t* test. **g** Number of colonies of MA9 AML cells with *Hoxb13* knockdown (shHoxb13) or controls; *n* = 4, **P < 0.01, ***P < 0.001, Student’s *t* test. **h** Kaplan–Meier curves of secondary recipients transplanted with MA9-sh-scramble or with MA9-shHoxb13 cells, 33 days vs. 46 days, respectively; 1 × 10^4^ cells for each group (*n* = 10 per group), **P < 0.01, Log-rank (Mantel–Cox) test.

### Dysregulation of *Hoxb13* affects MA9-induced AML progression

We next examined whether high expression of *Hoxb13* was an essential and common feature for MA9 AML progression. We found that *Hoxb13* was significantly overexpressed in LSCs from *MLL*-r AML mouse models as compared with that in HSPCs (Fig. 7e). Importantly, *HOXB13* exhibited increased expression in AML patient samples when compared with normal hematopoietic counterparts and the highest level in *MLL*-r patients when compared with other AML karyotypes (Supplementary Fig. 8a, b). Re-analysis of previously published ChIP-Seq data [11] revealed that the *Hoxb13* locus exhibited high levels of H3K79me2 and H3K4me3 and low levels of the repressive H3K27me3 in L-GMP than in LSK and GMP (Supplementary Fig. 8c). In addition, a lower level of H3K9me3 was also observed in c-Kit^+^ cells from MA9 and MN3 AML mice when compared with controls (Supplementary Fig. 8d, e). Thus, we reasoned that dysregulation of the epigenetic markers may contribute to the increased *Hoxb13* expression levels in MA9 LSCs. To further investigate the relationship of high *Hoxb13* expression and MA9 AML progression, we knocked down *Hoxb13* expression in MA9 leukemic cells (Fig. 7f). Indeed, knockdown of *Hoxb13* reduced their colony formation ability (Fig. 7g) and prolonged the survival of MA9 AML mice (Fig. 7h). Taken together, these data suggest that *Hoxb13* is epigenetically suppressed in normal HSPCs but activated in MA9 LSCs, and Suv39h1 functions in part by inactivation of *Hoxb13* to delay leukemic progression.

## Discussion

Although the interest in developing leukemia therapies by targeting H3K9 methyltransferases is increasing [41], the role of Suv39h1 and its associated H3K9me3 modification in *MLL*-r AML remains unclear. In the present study, we provide insight into the significance of Suv39h1 in regulating *MLL*-r leukemia and LSCs. We found that the expression of *SUV39H1* in AML blast cells and LSCs decreased as compared with their normal counterparts, and this correlated with overall outcomes of the disease. By restoration of the Suv39h1 expression, we demonstrated that this could decrease the number of functional LSCs and suppressed the development and progression of *MLL*-r AML. Correspondingly, we observed that suppression of Suv39h1 accelerated AML progression. Knockdown or inhibition of Suv39h1 led to the reduced H3K9me3 level, in the same trend as that Suv39h1 overexpression increased the H3K9me3 level. Our data thus strongly indicated Suv39h1 as a tumor suppressor for MA9 AML.

The expression of SUV39H1 was reported to decline with age in human and mouse HSCs, thus leading to a global H3K9me3 reduction and perturbed the heterochromatin function [16], and HSC aging increases the likelihood of progression to AML [17]. Our study provides evidences that reduced SUV39H1 expression may cause the disruption of the hematopoietic homeostasis and lead to malignant hematopoiesis. In leukemia cells of AML patients, it has been reported that H3K9me3 occupancy is reduced in the promoters containing cis-binding sites for ETS and cyclic adenosine monophosphate response elements (CREs) for CREB/CREM/ATF1, and decrease of H3K9me3 is correlated with event-free survival in AML patients with t(8;21), t(15;17), inv(16), or complex karyotype [28]. Our finding of decreased H3K9me3 level around TSS regions in *MLL*-r LSCs is in accordance with their observation of reduced H3K9me3 distribution in AML patients. Interestingly, they showed a correlation of decreased H3K9me3 with the CREB family in the study while we did not observe this correlation in our study, suggesting that there may be a different molecular mechanism underlying the differential distribution of H3K9me3 in distinct karyotypes of AMLs.

It has been reported that *Suv39h*-deficient mice spontaneously develop B-cell lymphomas at an increased frequency [42], and loss of Suv39h accelerates Ras- or Myc-driven tumorigenesis [43, 44]. Another study showed that increased Suv39h1 levels in *Suv39h1* transgenic mice impaired the clonogenic transduction potential of oncogenes Ras/E1A in primary MEF and displayed a resistance to 7,12-Dimethylbenz[α]anthracene/12-O-tetradecanoylphorbol-13-acetate (DMBA/TPA)-induced skin carcinogenesis [45]. These data, along with our findings demonstrate a tumor suppressive role of Suv39h1. However, SUV39H1 also participates in PML-RAR- [46] and EVI-1 [47]-mediated transcriptional repression and acts as an oncogenic cofactor of these two fusion genes to induce hematological malignancies. Thus, the role of SUV39H1 in cancer may be context-dependent, and its specific roles in other subtypes of leukemia require further investigation.

A subset of H3K9 methyltransferases including Suv39h1, G9a, GLP, and SETDB1 were reported to participate in one complex and cooperate functionally in gene silencing [48]. In consistent with this, our observation of the role of Suv39h1 in suppression of MLL-AF9 leukemia progression were in agreement with recent publication which reported a suppressive role of Setdb1 in *MLL*-fusion induced AML [24, 49]. Both studies revealed a decreased number of LSCs and increased apoptosis with H3K9 methyltransferase restoration. Interestingly, Suv39h1 and Setdb1 also shares some of the downstream targets, including reversing Hoxa9 and Meis1 signatures and suppressing MLL-AF9 target gene *Six1*. Nevertheless, pathway interaction analysis of DEG-enriched KEGG pathway revealed the reduction of metabolic process as one of the most prominent downstream effects of Suv39h1. Our recent study demonstrated that Six1 was a key transcription factor involved in leukemogenesis via regulation of LSC pools and the expression of glycolytic genes [36]. In addition, the expression of Six1 was decreased in SUV-OE cells, which suggests that a potential mechanism of Suv39h1 in MA9 AML progression may also be partially mediated by Six1.

Notably, Suv39h1 displayed a unique role in regulation cell cycle, which was not observed in Setdb1 OE AML cells. Retinoblastoma protein (Rb) is sequentially phosphorylated by CycD/Cdk4/6 and CycE/Cdk2 and full phosphorylated Rb activates the E2F transcription factor family, thus promotes the G1-S transition [50]. Previous study showed that Suv39h1 represses the expression of CycD1 to induce cell cycle arrest [51]. Here in this study, we found down-regulated expression of cell cycle activation genes (*Ccne1*, *Ccne2*, *Ccnd2* and E2F targets) as well as up-regulated expression of CDKi genes including *p18*, p21 family members *p21* and *p57* in SUV-OE cells. Thus, the decrease of S phase and the increase of G1 phase resulted by Suv39h1 overexpression were probably through coordinated regulation of G1/S transition related genes.

The recurrent mutation of G84E in the MEIS-interacting domain of HOXB13 [52] has been reported to be associated with leukemia and other cancers in a clinical correlation research [40]. Although a gain of function mechanism based on the lack of truncating mutations and the recurring nature of the G84E mutation has been suggested [52], the role of *Hoxb13* in AML progression has not been defined. Notably, the basal expression level of Hoxb13 is very low in normal hematopoietic cells, but is upregulated in MA9 LSCs. We demonstrated here that Hoxb13 itself was epigenetically dysregulated in MA9 cells, and it was highly activated in LSCs when compared with normal HSPCs. Moreover, knockdown of Hoxb13 prolonged the survival of MA9 AML mice. Interestingly, although HoxB13 shRNA knockdown did not affect the expression of other *HoxB* family gene, yet we did observe the down-regulated expression levels of some HoxA family members, such as *Hoxa9* and *Hoxa10* (Supplementary Fig. 9a, b). Both *HOXA9* and *HOXA10* were reported to be highly expressed and significantly correlated with leukemia progression and/or maintenance [53]. We reasoned that the lower expression levels of *HOXA9* and *HOXA10* probably were a reflection of slower progressing of leukemia rather than a HoxB13 shRNA non-specific knockdown effect on the HoxA family members. Our study thus showed that MLL-AF9 dependent expression of *Hoxb13* could be suppressed by SUV39H1. Furthermore, restoration of Hoxb13 in SUV-OE AML cells accelerated the leukemia progression and increased the number of LSCs, suggesting *Hoxb13* is a downstream effector of Suv39h1 in MA9 leukemia cells.

Herein, we demonstrate that *Suv39h1* is significantly down-regulated in AMLs and could function as a tumor suppressor in *MLL*-rearrangement induced leukemia by regulating *Hoxb13* and *Six1*, as well as Hoxa/Meis1 downstream signature genes. The underlying molecular mechanism mediated by the Suv39h1 in tumor suppression may provide a potential novel therapeutic targeting strategy for *MLL*-rearranged leukemia.

## Materials and methods

### Human samples and ethics

Primary human AML blasts and cord blood were obtained from an experimental pathology cell bank of the State Key Laboratory of Experimental Hematology (SKLEH) from Institute of Hematology and Blood Diseases Hospital (IHBD). Sample acquisition was approved by the Institutional Review Boards at the IHBD. CD34^+^ cells were enriched using a CD34 MicroBead Kit (Miltenyi, Bergisch Gladbach, Germany). Detailed information of patient samples was described previously [54].

### Mice

Wild-type (WT) C57BL/6J mice were acquired from the animal facility of SKLEH. 8-week-old female mice were used for the experiments. Same batches of mice were randomly assigned to control and experiment groups. All animal procedures were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee of the IHBD, Chinese Academy of Medical Sciences.

### Establishment of in vivo mouse models

MLL-AF9 (MA9) and MLL-NRIP3 (MN3) AML mouse models were established as described previously [55, 56]. MN3 was a relatively new *MLL* translocation reported by Balgobind et al. [57], and the mouse model was established in our hospital [56, 58]. Serial transplantation was performed to determine the self-renewal potential of the established MA9 leukemia cells, and P3 cells were used for all subsequent experiments for consistency. Full scan images of Western blots are supplied as Supplementary Fig. 10. The antibodies used for Western blots are listed in Supplementary Table 1.

### Limit dilution assay

Series doses of leukemic cells were collected from the BM of suv39h1 overexpression (SUV-OE) or experimental eGFP^+^ control mice and subjected to a limiting dilution series. The frequencies of LSCs were calculated according to Poisson statistics using ELDA software [59].

### RNA-seq and chromatin immunoprecipitation (ChIP)-seq

Enriched c-Kit^+^ cells from moribund SUV-OE or control mice were used. All procedures were performed as described previously [58]. The data have been submitted to the NCBI Gene Expression Omnibus under accession number GSE115549 for RNA-seq and GSE132175 for ChIP-seq. The primers used in this study have been supplied in the Supplementary Table 2.

### Statistical analysis

All experiments were repeated two to three time with the indicated numbers of mice. Sample size for each experiment was determined according to experience or the previously published papers. The investigator was not blinded during experiment or assessing the outcome. Distribution was tested using the modified Shapiro–Wilks method. When parameters followed Gaussian distribution, Student’s *t* test was used for two groups’ analyses and one-way ANOVAS was for comparing more than two groups to evaluate the statistical significance. We have statistically compared the similar variance between the groups as well. Analyses were carried out using the Prism version 7.01 software (La Jolla, CA, USA).

## Supplementary information

Supplemental material

# Supplementary material for: SUV39H1 regulates the progression of MLL-AF9-induced acute myeloid leukemia
**Source:** Oncogene. 2020 Oct 9;39(50):7239–52. doi: 10.1038/s41388-020-01495-6
**Supplement:** Supplementary file 1 — Supplemental material

# Supplementary file for

Chu *et al.*, “SUV39H1 regulates the progression of *MLL-AF9*-induced acute myeloid leukemia”

## Table of contents:

### 1. Supplementary Materials and Methods

### 2. Supplementary Figures 1-10

**Supplementary Figure 1.** Suv39h1 expression analyses and its correlation with prognosis

**Supplementary Figure 2.** H3K9me3 ChIP-seq analyses of c-Kit<sup>+</sup> cells from AML or WT control mice

**Supplementary Figure 3.** Establishment of Suv39h1-overexpressing (SUV-OE) MA9 AML mouse model and its phenotype analyses

**Supplementary Figure 4.** The effects of SUV39H1 overexpression and knockdown on cell proliferation and apoptosis in AML human cell lines bearing MLL-fusion

**Supplementary Figure 5.** Analyses of chaetocin treatment in AML mouse model

**Supplementary Figure 6.** Suppression of Suv39h1 accelerated AML progression.

**Supplementary Figure 7.** Pathway analyses of differentially expressed genes of control and SUV-OE c-Kit<sup>+</sup> cells

**Supplementary Figure 8.** Epigenetic regulation of *Hoxb13* in MA9-induced AML and aberrant expression of *HOXB13* in human patients

**Supplementary Figure 9.** The expression levels of HoxB or HoxA family genes with Hoxb13 shRNA knockdown

**Supplementary Figure 10.** Full scan images of Western blots for SUV-OE and shSUV cells

### 3. Supplementary Table 1-2

**Supplementary Table 1.** Antibodies or related reagents used in the study

**Supplementary Table 2.** qRT-PCR and ChIP-qPCR primers used in the study

### 4. Supplementary References 1-4

## **1. Supplementary Materials and Methods**

### **Immuno-blotting analysis**

Leukemic bone marrow cells or c-Kit<sup>+</sup> cells were lysed with 1× SDS sample buffer for 30 min at room temperature, boiled at 100°C for 10 min, and stored at -20°C for use. Samples of equal amount of protein were separated by SDS-PAGE, transferred on a PVDF membrane (Millipore), blocked with fat-free milk, and then incubated with primary antibodies. After washing, blots were incubated with HRP-conjugated secondary antibody for 1h. Signals were detected with the Immobilon Western Chemiluminescent HRP substrate (Millipore). Densitometry was performed and calculated with ImageJ (1.49v, NIH). The antibodies used for immune-blotting are listed in Supplementary Table 1.

### **Cell line culture and CCK8 analysis**

Human cell lines HEK293T, THP-1, Molm13 and Nomo-1 cells were obtained from cell bank of SKLEH (purchased from ATCC and maintained by cell bank). The cells were tested for mycoplasma contamination monthly using a mycoplasma detection kit (InvivoGen). Cell lines were validated for authentication using the short tandem repeat method (Beijing Microread Corporation Limited). THP-1, Molm13 and Nomo-1 were cultured at  $4-6 \times 10^5$  cells/ml in RPMI-1640 GlutaMAX containing 10% FBS, 25 mM HEPES, 100 U/ml penicillin, and 100 µg/ml streptomycin. Cells were transduced with lentiviruses expressing SUV39H1-eGFP, and 48h after infection, GFP<sup>+</sup> cells were sorted with flow cytometry and collected. Cells were then seeded in 96-well plates at a density of 5000 cells/well in 100 µl volume. Ten µl of Cell Counting Kit-8 (Dojindo) were added to each well and allowed to react with cells for 4h. The absorbance was read at 450 nm by Synergy H4 Microplate Reader (Biotek).

### **Colony forming capacity (CFC) assays for mouse cells**

Leukemic cells (eGFP<sup>+</sup> for SUV39H1 overexpression) were sorted, and cultured in methylcellulose-based medium (3231, STEMCELL Technologies) supplied with 10 ng/mL mIL-6, 10 ng/mL mIL-3, 50 ng/mL mSCF and 10 ng/mL mGM-CSF (Peprotech) and 100U/mL Penicillin-Streptomycin. The cells were plated in 24-well plates in a 0.5 ml volume at 400 cells per well. CFCs were scored under an inverted microscope after 7-10 days' culture. In the replating CFC assays, 500 cells were

plated in each well in the first-round CFC. For replating assay, colony cells were collected and replated in methylcellulose every 6 days with 500 cells as input for each passage (number of colonies at the 3<sup>rd</sup> plating were calculated).

### **Plasmids construction**

*Suv39h1* was amplified from mouse BM cDNA with primers (forward primer: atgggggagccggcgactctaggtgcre, reverse primer: ctgaagcgggtatttcggcaagcc), and inserted into MSCV-IRES-EGFP plasmid via *EcoRI* site. *Hoxb13* was synthesized and inserted into pCDH1-MSCV-EF1-mCherry plasmid via *EcoRI* and *BamHI* site by Hanbio company. Primers and shRNA targeting *Suv39h1* (mature sha RNA: TGTAATCAAAGGTGAGCTC, mature shb RNA: ACAGCACACACTGCAACCT) and *Hoxb13* (mature RNA: ATCATGACAACCTAGTACTG) was synthesized by BGI tech company, annealed and then inserted into SF-LV-shRNA-BFP plasmid.

### **Apoptosis assay**

The apoptosis assay was performed as previously described <sup>1</sup>. Briefly, leukemic mouse BM or spleen cells were labeled with surface antibodies. Cells were washed with 1 × PBS, resuspended in 1 × Binding Buffer (BD Bioscience, Carlsbad, CA, USA) and stained with Annexin V and 7-AAD (BD Bioscience, Carlsbad, CA, USA) according to the manufacture manual. Cells were analyzed using a CANTO II flow cytometer (BD Bioscience, USA).

### **Cell cycle analysis**

For cell cycle analyses, leukemic mouse BM or spleen cells were labeled with surface antibodies, fixed and permeabilized with BD IntraSure Kit (BD Bioscience, San Jose, CA, USA). Cells were intracellularly stained with antibodies against Ki67 (BD Bioscience, Carlsbad, CA, USA) and Hoechst 33342 (Sigma-Aldrich), and measured using the CANTO II flow cytometer (BD Bioscience, USA). BrdU incorporation assay was used to analyze cell cycle. Cells were incubated with BrdU (1 mM) for 1-2 hours before detecting. Cells were fixed, permeabilized and stained with anti-BrdU antibody and 7-AAD by using BD Pharmingen™ BrdU Flow Kits (BD Bioscience, San Jose, CA, USA). Cells were measured by the CANTO II flow cytometer (BD Bioscience, USA).

### **Lentivirus preparations and bone marrow transplantation**

All procedures were performed as described previously<sup>1</sup>. EGFP<sup>+</sup>, mCherry<sup>+</sup> or BFP<sup>+</sup> cells were sorted and transplanted into sub-lethally (4.5 Gy) irradiated mouse recipients.

### **Droplet digital PCR (ddPCR)**

The QX200 droplet digital PCR System (Bio-Rad) was used to detect the target genes in a duplex reaction. Evagreen PCR reaction mixture was assembled from a 2×ddPCR Mastermix (Bio-Rad), 20×primer (final concentrations of 100 nM, respectively) and template (Roughly 20 ng of cDNA) in a final volume of 20 µL. We partitioned each reaction mixture into approximately 20 000 droplets with a droplet generator (Bio-Rad) and then cycled with the following conditions: 95 °C×10 min (1 cycle), 94 °C×30 s and 60 °C×1 min (40 cycles), 98 °C×10 min (1 cycle). Primers used in ddPCR were validated by qRT-PCR. QuantaSoft analysis software (Bio-Rad) was used to calculate the absolute quantification of the target genes.

### **BrdU incorporation assay**

Mice were intraperitoneal injected with 1 mg of BrdU 2h before they were sacrificed. BM cells were harvested and stained with fluorescent-conjugated antibodies. Labeled BM cells were fixed, permeabilized, and treated with DNase to expose the incorporated BrdU using a BrdU Flow Kit (BD Biosciences). Cells were then stained with an APC-labeled anti-BrdU and analyzed using a CANTO II flow cytometer.

### **RNA-seq and ChIP-seq analysis**

RNA-seq libraries were generated using the Illumina TruSeq RNA sample preparation kit v2 following manufacturer's protocol. The libraries were sequenced on an Illumina HiSeq 2000 platform using a 150-bp paired-end sequencing strategy. Read alignment against mouse genome reference (mm10) was performed using TopHat2<sup>2</sup>. 

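FPKM divides the fragments assigned to a gene by the length of its transcripts and by the depth of the library, so that genes and libraries can be set side by side. In the deposited table, the 4 values of 18498 genes (78.5%) were whole multiples of the value of 1 read at the gene's exon length in GENCODE M21. Another 4939 genes fitted whole reads at a different exon length, and 114 genes had no match in GENCODE M21. At the exon length of a gene drawn at random, 0.393% of genes came out whole. Values that are whole reads at an exon length leave open whether Cufflinks, which the paper names, produced the deposited FPKM.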

The FPKM (fragments per kilobase of transcript per million mapped reads) value of transcripts were calculated by the Cufflink algorithm<sup>3</sup> representing the gene expression level. Differentially enriched genes were enriched with DESeq2. ChIPed DNA was subjected to library construction according to Illumina's TruSeq<sup>®</sup> ChIP

Sample Preparation according to the protocol. 50-cycle single-read sequencing was performed using an Illumina HiSeq 2500.

## 2. Supplementary Figures 1-10

Supplementary Figure 1

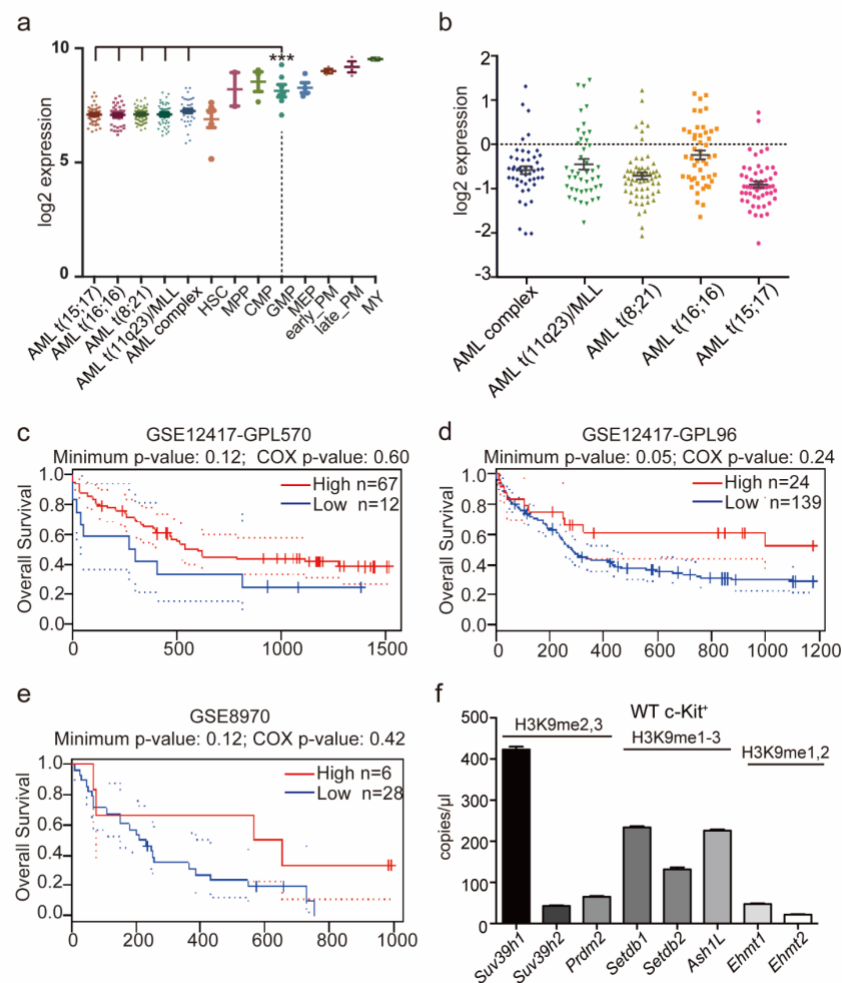

### Supplementary Figure 1. *Suv39h1* expression analyses and its correlation with prognosis

(a, b) Expression patterns of *SUV39H1* in normal and malignant human hematopoietic cells (GSE42519 and GSE13159 for a, GSE6891 for b, collected in Bloodspot). \*\*\* $P < 0.001$ , Student's  $t$  test.

(c-e) Comparison of overall survival (OS) between AML patients with higher or lower levels of *SUV39H1* expression (grouped according to the median expression using PrognScan, Mantel-Cox test).

(f) Droplet digital PCR analysis of expression levels of H3K9 methyltransferases in WT BM c-Kit<sup>+</sup> cells.

Supplementary Figure 2

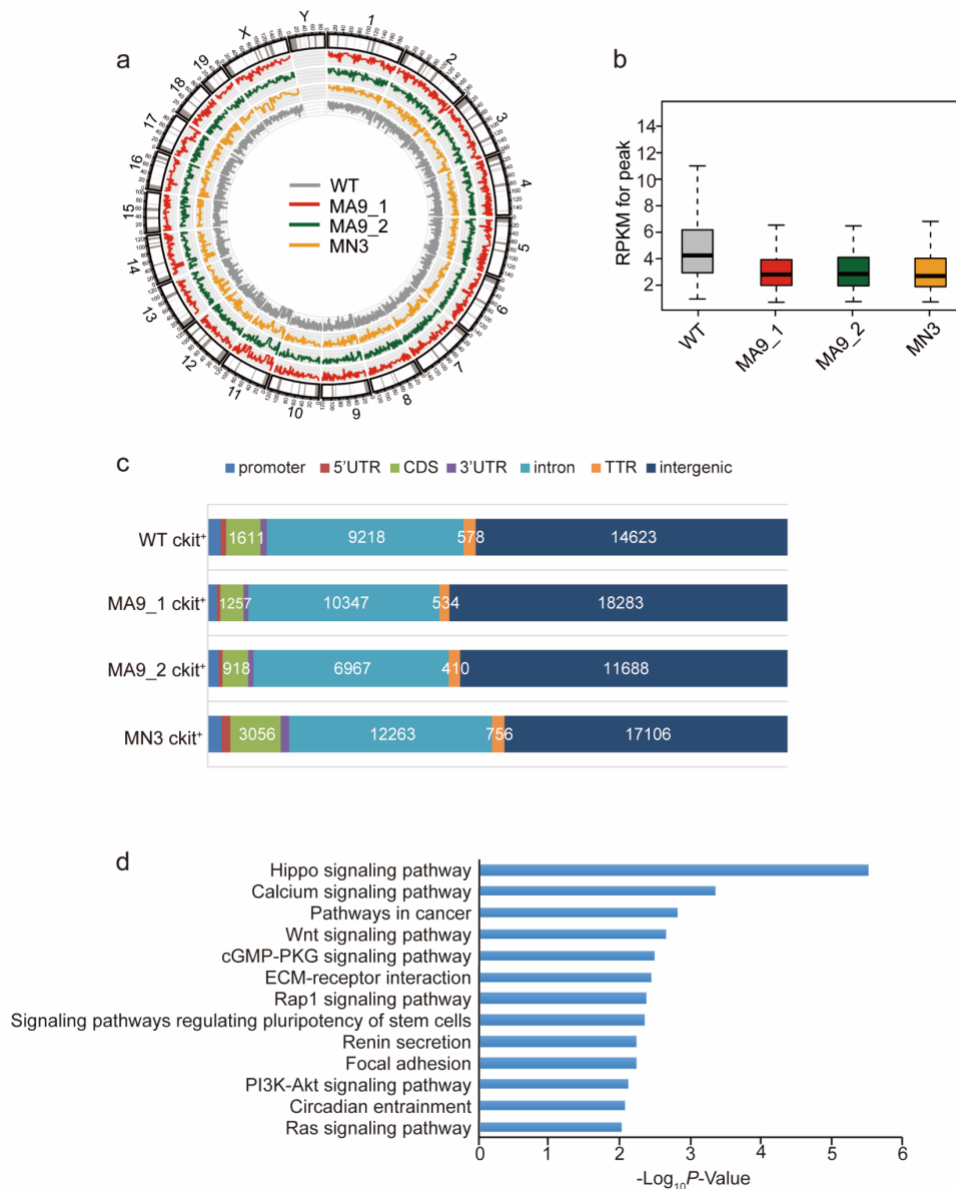

### Supplementary Figure 2. H3K9me3 ChIP-seq analyses of c-Kit<sup>+</sup> cells from AML or WT control mice

(a) Circos maps showing genomic distribution for the ChIP-seq peaks of H3K9me3 in c-Kit<sup>+</sup> cells isolated from wild-type (WT) or MLL-rearranged gene (MLL-r)-induced AML mice. The track height denotes the significance of the peak, that is, the  $-\log_{10}$  (P-value of peak); MA9, MLL-AF9; MN3, MLL-NRIP3.

(b) Box plots showing RPKM (reads per kilobase per million mapped reads) values for ChIP-seq peaks of H3K9me3 in c-Kit<sup>+</sup> cells isolated from WT or MLL-r leukemic mice.

(c) Distribution of H3K9me3 enriched regions with genomic features in c-Kit<sup>+</sup> cells isolated from leukemia or WT control mice.

(d) KEGG pathway analysis of H3K9me3 differentially enriched genes.

Supplementary Figure 3

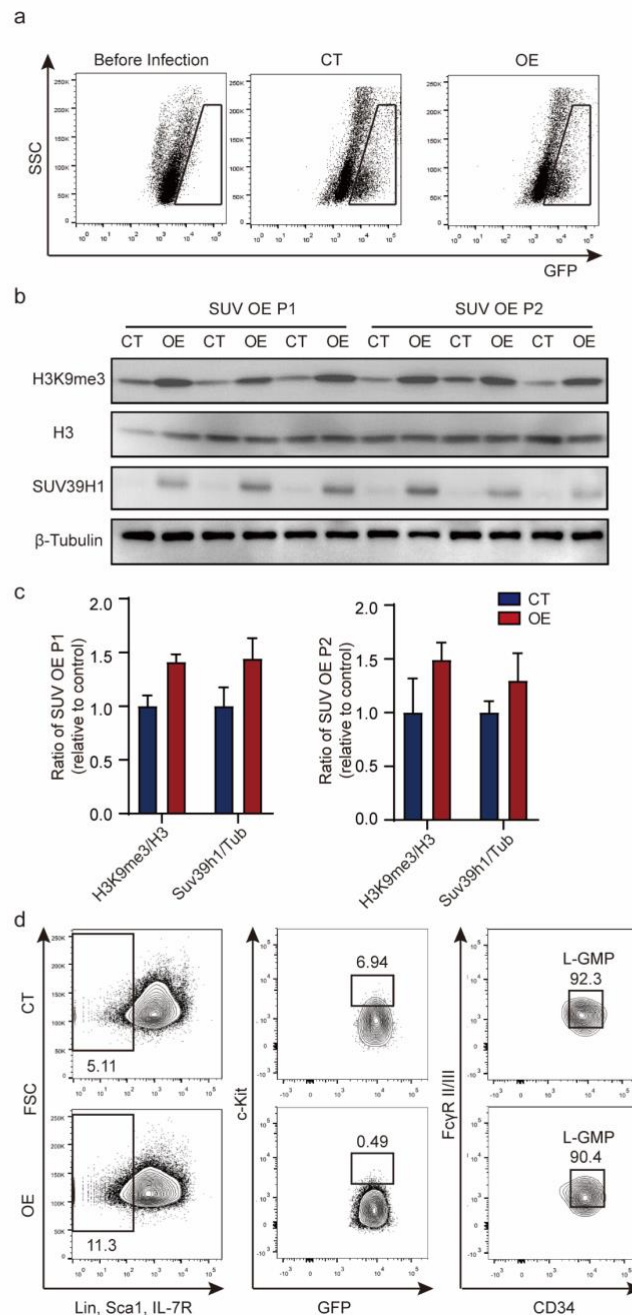

**Supplementary Figure 3. Establishment of Suv39h1-overexpressing (SUV-OE) MA9 AML mouse model and its phenotype analyses**

(a) Representative flow cytometric analysis of eGFP<sup>+</sup> BM cells isolated from the control (CT) and SUV-OE mice.

(b) Immunoblot analyses of H3K9me3 and Suv39h1 levels in whole BM cells from control and SUV-OE P1 or P2 recipients.

(c) The densitometry of relative Suv39h1 and H3K9me3 levels in SUV OE groups (P1 and P2) was normalized to β-tubulin and H3, respectively. Densitometry was calculated with ImageJ, n =3 for each group.

(d) Representative flow cytometric analysis of L-GMP in BM cells isolated from control (CT) and SUV-OE mice.

Supplementary Figure 4

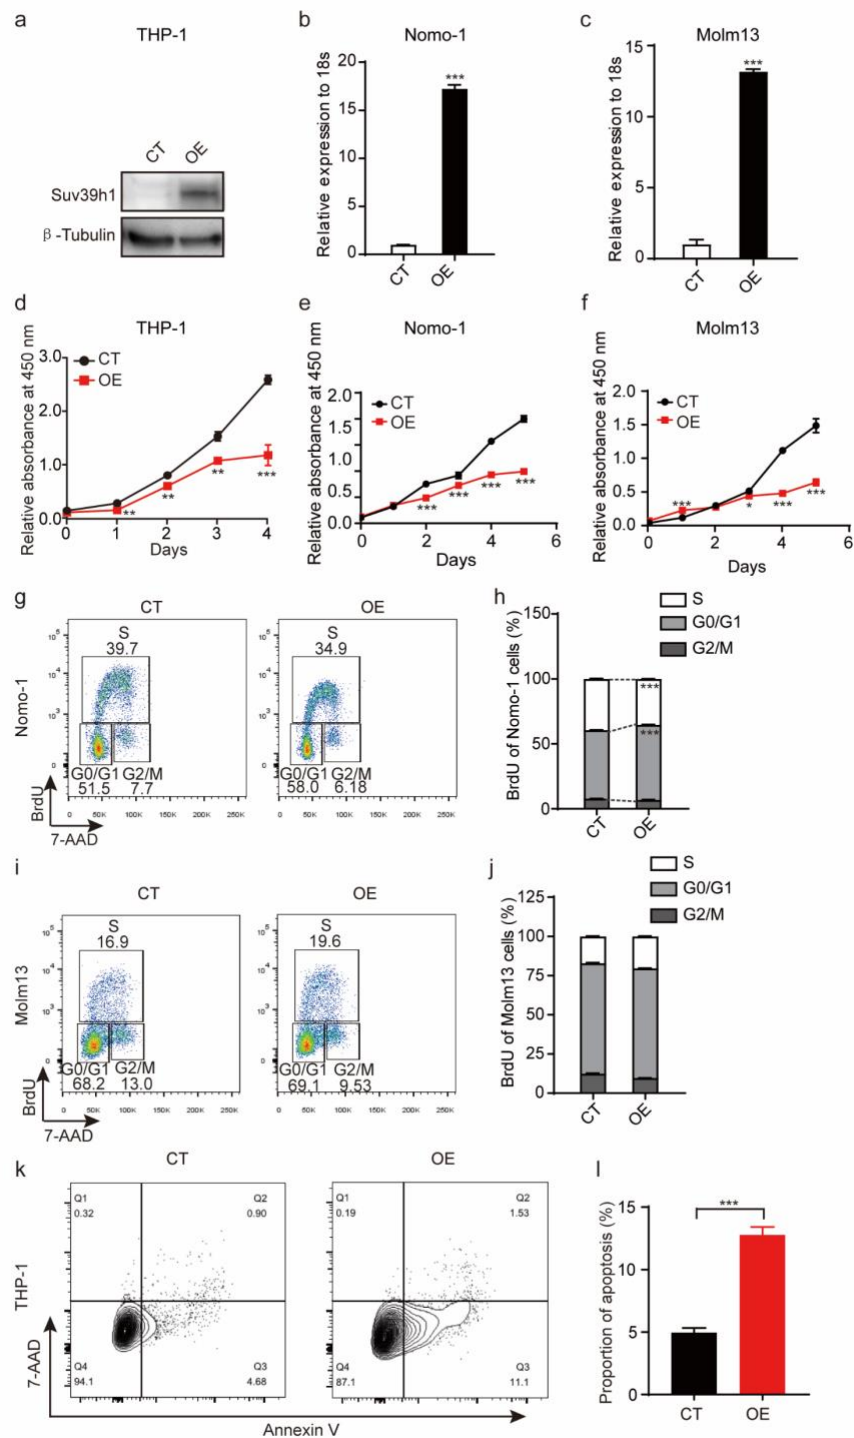

Supplementary Figure 4 continued

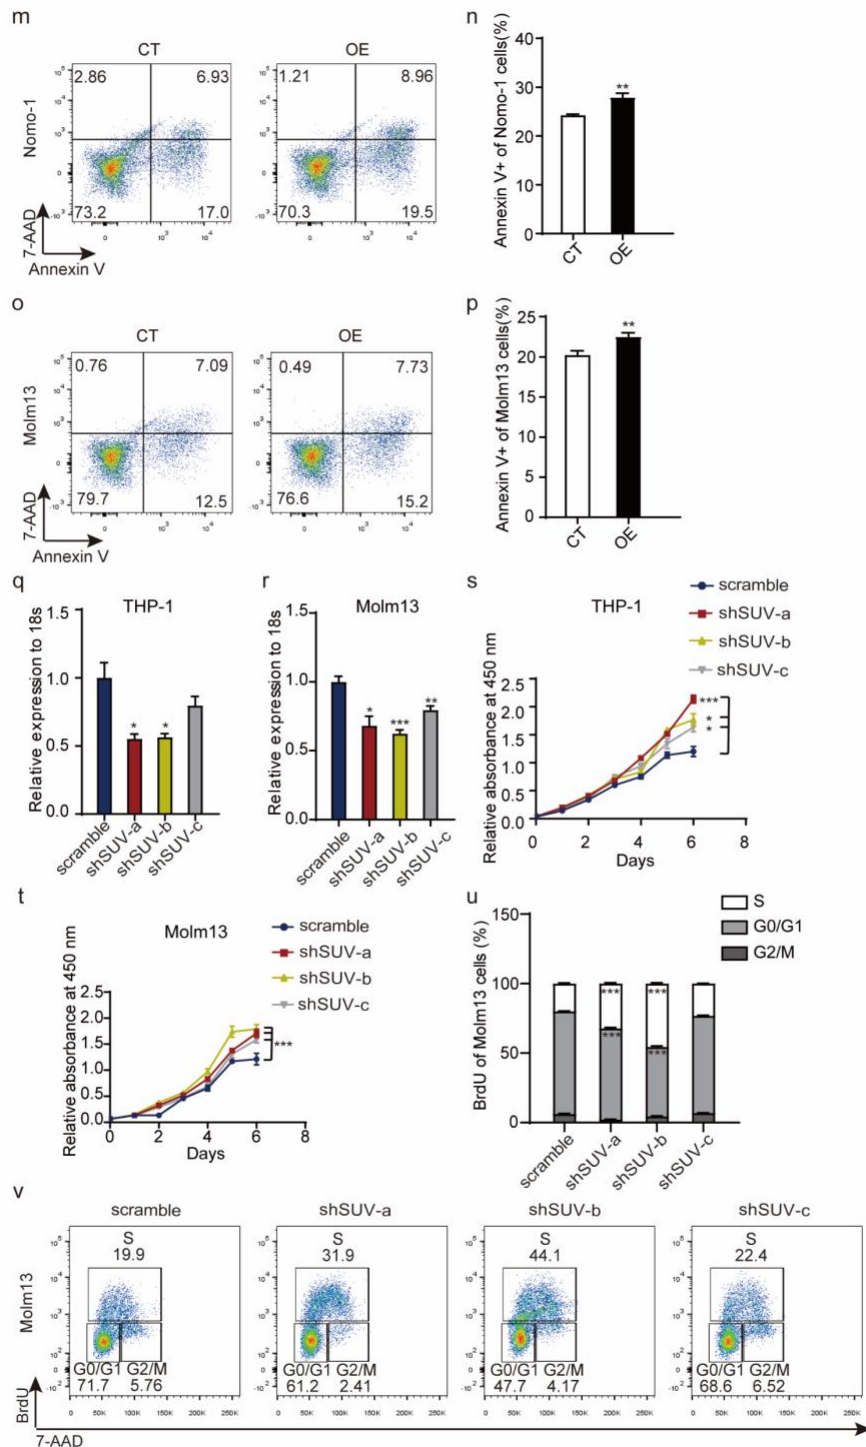

**Supplementary Figure 4. The effects of SUV39H1 overexpression and knocking down on cell proliferation and apoptosis in AML human cell lines bearing MLL-fusion**

(a) Immunoblot of SUV39H1 in AML stable cell line THP-1 transduced with control (CT) or *SUV39H1*-expression lentivirus.

(b, c, q and r) Quantitative RT-PCR analysis of *Suv39h1* level in cell lines (b for SUV-OE Nomo-1 cells, c for SUV-OE Molm13 cells, q for shSUV THP-1 cells and r

for shSUV Molm13 cells). Data of b and c are presented as the means  $\pm$  s.e.m.,  $n = 3$ ,  $***P < 0.001$ , Student's  $t$  test. Data of q and r are presented as the means  $\pm$  s.e.m.,  $n = 3$ ,  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ , by one-way ANOVA.

**(d, e, f, s and t)** Proliferation curves of control and SUV-OE or shSUV cell lines (d for SUV-OE THP-1 cells, e for SUV-OE Nomo-1 cells, f for SUV-OE Molm13 cells, s for shSUV THP-1 cells and t for shSUV Molm13 cells) were measured by CCK8, Data of d, e and f are presented as the means  $\pm$  s.e.m.,  $n = 3$  for d,  $n=4$  for e and f,  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ , Student's  $t$  test. Data of s and t are presented as the means  $\pm$  s.e.m.,  $n = 4$ ,  $*P < 0.05$ ,  $***P < 0.001$ , by one-way ANOVA.

**(g, i and v)** Representative flow cytometric analysis of cell cycle of cell lines (g for SUV-OE Nomo-1 cells, i for SUV-OE Molm13 cells and v for shSUV Molm13 cells).

**(h, j and u)** Quantification of G0/G1, S and G2/M phases of cell lines (h for SUV-OE Nomo-1 cells, j for SUV-OE Molm13 cells and u for shSUV Molm13 cells).  $n=5$  for SUV-OE Nomo-1 cells and SUV-OE Molm13 cells.  $***P < 0.001$ , Student's  $t$  test.  $n=3$  for shSUV Molm13 cells,  $***P < 0.001$ , by one-way ANOVA.

**(k, m and o)** Representative flow cytometric analysis of apoptosis of cell lines (k for SUV-OE THP-1 cells, m for SUV-OE Nomo-1 cells and o for SUV-OE Molm13 cells).

**(l, n and p)** Statistical analysis of apoptotic ratio of cell lines (l for SUV-OE THP-1 cells, n for SUV-OE Nomo-1 cells and p for SUV-OE Molm13 cells) in comparison with controls.  $n = 3$ ,  $**P < 0.01$ ,  $***P < 0.001$ , by Student's  $t$  test.

Supplementary Figure 5

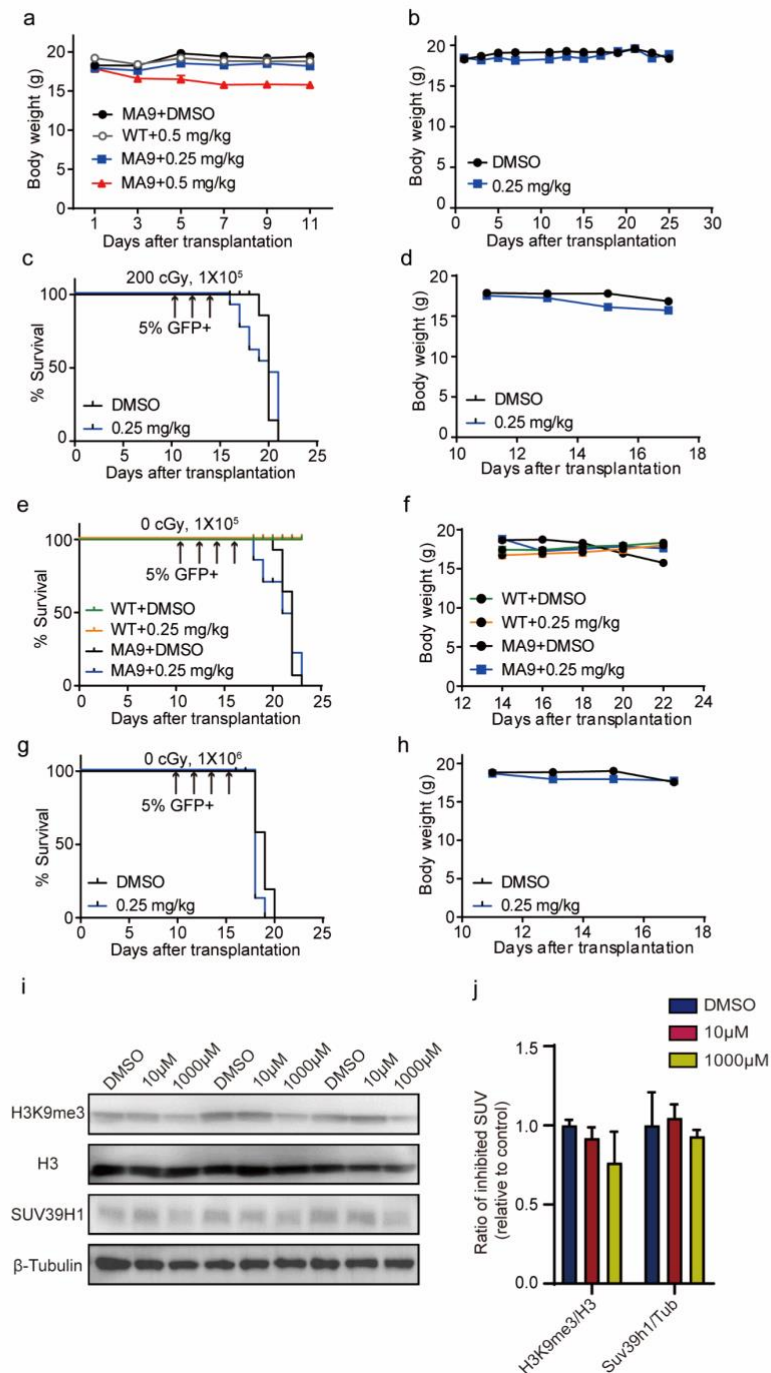

**Supplementary Figure 5. Analyses of chaetocin treatment in AML mouse model**

(a) Body weight monitoring for mice in Figure 5B.

(b) Body weight monitoring for mice in Figure 5C.

(c) Kaplan–Meier survival curve. Mice were sub-lethally irradiated and transplanted with  $1 \times 10^5$  MA9 P2 AML cells. Treatment started when the percentage of GFP<sup>+</sup> cells in peripheral blood reached to about 5%. Intraperitoneal (ip) injections were done every two days. n = 7 for DMSO group, n = 8 for chaetocin group. Mantel-Cox test, statistically non-significant.

(d) Body weight monitoring for mice in panel c.

- (e) Kaplan–Meier survival curve of non-irradiated mice transplanted with  $1 \times 10^5$  MA9 P2 AML cells. Treated as in panel c.  $n = 10$  for WT group,  $n = 14$  for DMSO group, and  $n = 15$  for chaetocin group. Mantel-Cox test, statistically non-significant.
- (f) Body weight monitoring for mice in panel e.
- (g) Kaplan–Meier survival curve of non-irradiated mice transplanted with  $1 \times 10^6$  MA9 P2 AML cells. Treated as in panel c.  $n = 7$  for DMSO group,  $n = 8$  for chaetocin group. Mantel-Cox test, statistically non-significant.
- (h) Body weight monitoring for mice in panel g.
- (i) Immunoblot analysis of Suv39h1 and H3K9me3 levels in whole BM cells from control and chaetocin treated ( $10 \mu\text{M}$  and  $1000 \mu\text{M}$ , 24h).
- (j) The densitometry of relative Suv39h1 and H3K9me3 levels in chaetocin treated groups ( $10 \mu\text{M}$  and  $1000 \mu\text{M}$ ) was normalized to  $\beta$ -tubulin and H3, respectively. Densitometry was calculated with ImageJ,  $n = 3$  for each group.

Supplementary Figure 6

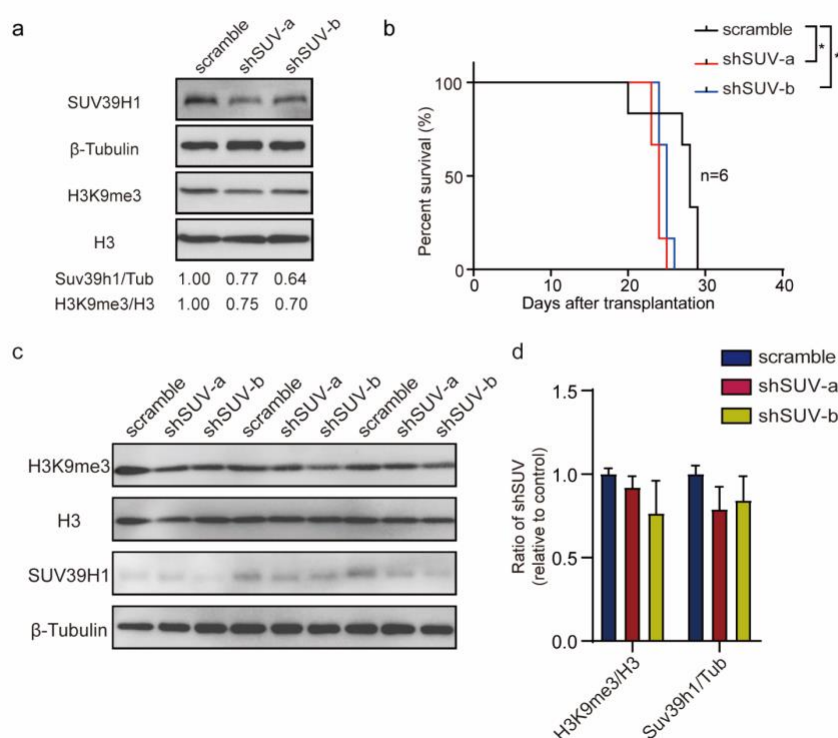

**Supplementary Figure 6. Suppression of *Suv39h1* accelerated AML progression.**

- (a) Immunoblot analyses of Suv39h1 and H3K9me3 levels in whole BM cells from re-established scramble, shSUV-a or shSUV-b recipients. Densitometry calculated with ImageJ.
- (b) Kaplan–Meier survival curves of secondary (transplanted with re-established P0 cells,  $2 \times 10^4$  cells per group, shSuv-a and shSuv-b) recipients ( $n = 6$ ). Mantel-Cox test,  $*P < 0.05$ .
- (c) Immunoblot analysis of Suv39h1 and H3K9me3 levels in whole BM cells from control, shSUV-a or shSUV-b primary recipients.
- (d) The densitometry of relative Suv39h1 and H3K9me3 levels in in shSUV groups (shSUV-a and shSUV-b) was normalized to  $\beta$ -tubulin and H3, respectively. Densitometry was calculated with ImageJ,  $n = 3$  for each group.

Supplementary Figure 7

a

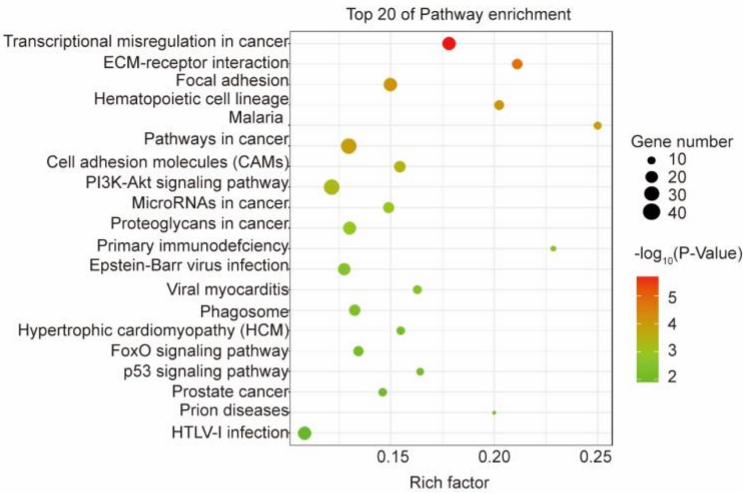

b

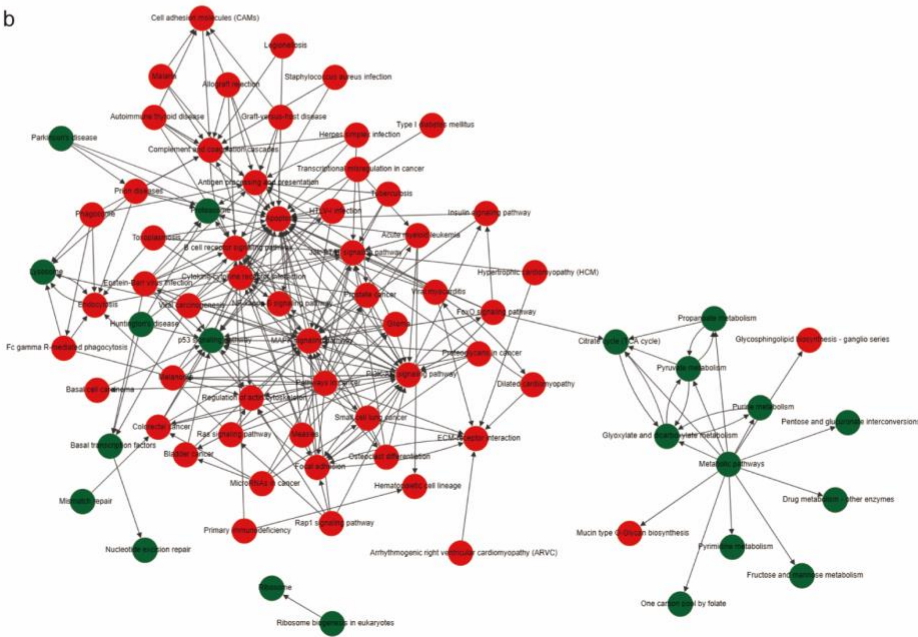

**Supplementary Figure 7. Pathway analyses of differentially expressed genes of control and SUV-OE c-Kit<sup>+</sup> cells**

(a) Top 20 of KEGG pathway enrichment of DEGs. Rich factor represents the ratio of the enriched DEGs number in this pathway to the number of genes annotated in this pathway.

(b) DEG enriched KEGG pathway interaction analysis by Cytoscape. Red color represents the significantly enriched pathway in upregulated genes in SUV-OE groups, whereas green color represents the significantly enriched pathways in down-regulated genes in SUV-OE groups. Arrow source indicates upstream and arrow target indicates downstream.

Supplementary Figure 8

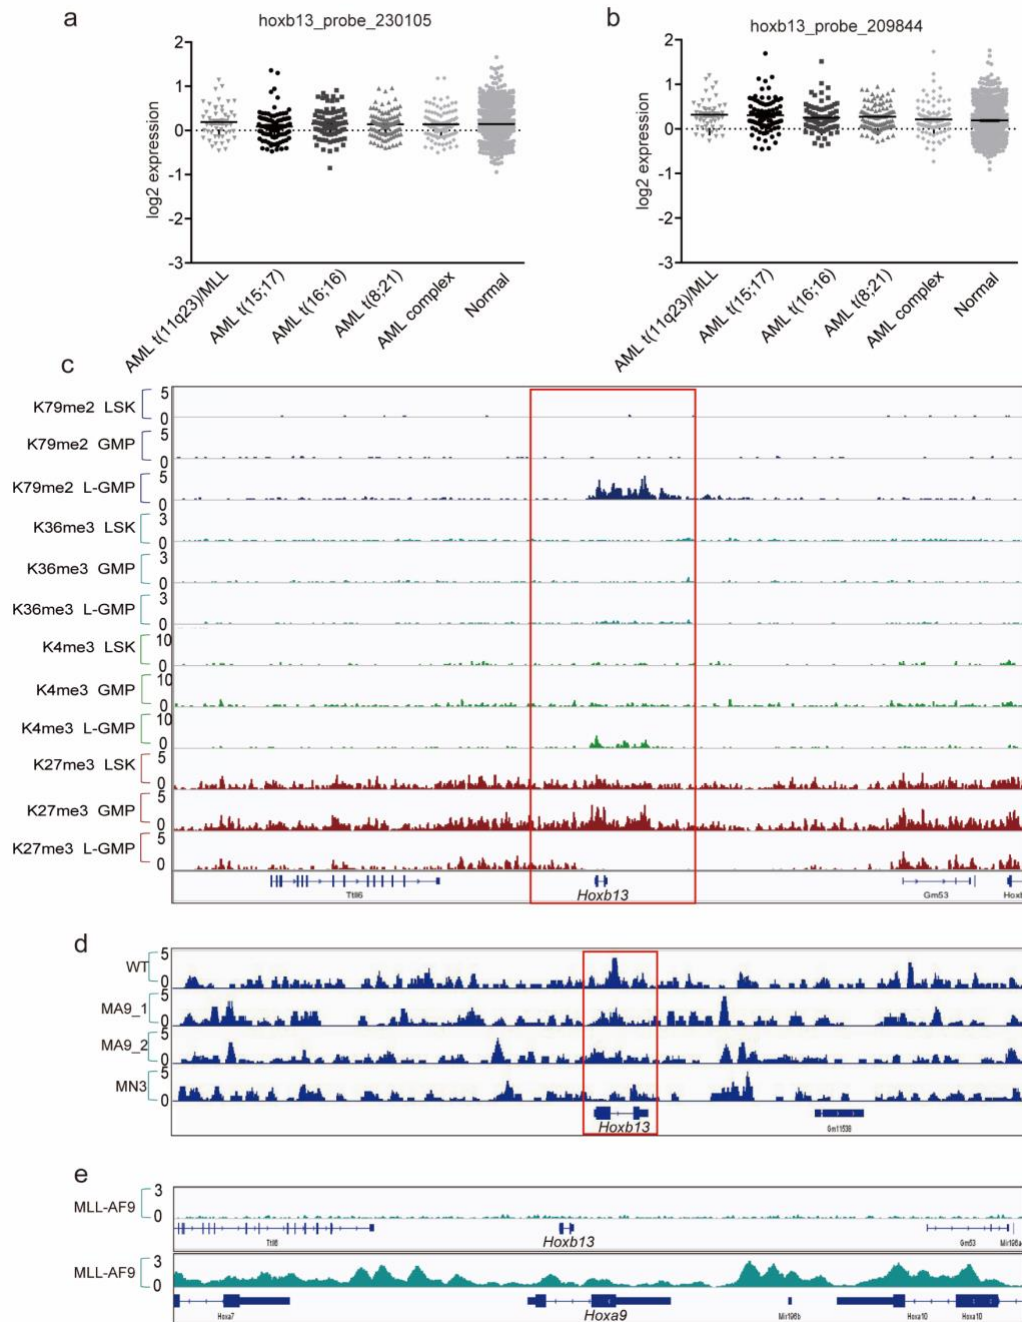

**Supplementary Figure 8. Epigenetic regulation of *Hoxb13* in MA9-induced AML and aberrant expression of *HOXB13* in human patients**

(a, b) Expression patterns of *HOXB13* in AML patients normalized to the nearest normal hematopoietic counterpart (a and b with different probes, collected in Bloodspot). \*\*\* $P < 0.001$ , Student's  $t$  test.

(c) Re-analysis of published ChIP-seq data<sup>4</sup> for H3K79me2, H3K36me3, H3K4me3 and H3K27me3 modifications of *Hoxb13* in sorted LSK, GMP and L-GMP populations in MLL-AF9 transformed murine cells.

(d) H3K9me3 distribution across the *Hoxb13* loci in enriched c-Kit<sup>+</sup> cells from WT, MA9 and MN3 BM cells.

(e) Re-analysis of public MLL-AF9 ChIP-seq data <sup>4</sup> in *MLL-AF9* transformed cells.

Supplementary Figure 9

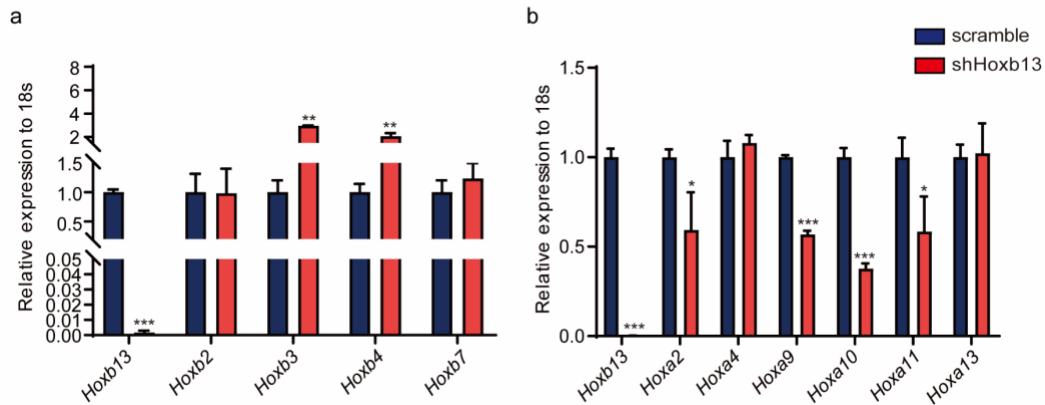

**Supplementary Figure 9. The expression levels of HoxB or HoxA family genes with *Hoxb13* shRNA knockdown**

(a) Expression levels of *HoxB* family in control (scramble) and shHoxb13 groups. Data are presented as the means  $\pm$  s.e.m.,  $n = 3$ ,  $**P < 0.01$ ,  $***P < 0.001$ , Student's *t* test.

(b) Expression levels of *HoxA* family in control (scramble) and shHoxb13 groups. Data are presented as the means  $\pm$  s.e.m.,  $n = 3$ ,  $*P < 0.05$ ,  $***P < 0.001$ , Student's *t* test.

Supplementary Figure 10

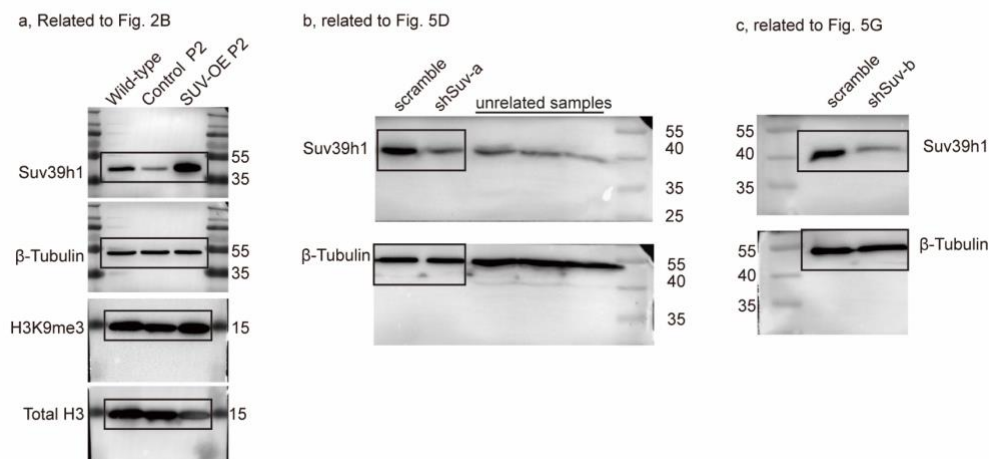

**Supplementary Figure 10. Full scan images of Western blots for SUV-OE and shSUV cells**

(a) Immunoblot analysis of Suv39h1 and H3K9me3 levels in whole BM cells from control or SUV-OE tertiary recipients.

(b, c) Immunoblot analyses of Suv39h1 level in whole BM cells from control or shSUV primary recipients (b for shSuv-a and c for shSuv-b).

### 3. Supplemental Table 1-2

**Supplementary Table 1. Antibodies or related reagents used in the study**

| <b>Antibodies or reagents</b> | <b>Vendor</b>             | <b>Cat. No.</b> | <b>Dilution</b>                | <b>Application</b>          |
|-------------------------------|---------------------------|-----------------|--------------------------------|-----------------------------|
| anti-CD3                      | eBioscience               | 145-2C11        | 0.5 µg/10 <sup>6</sup> cells   | FACS                        |
| anti-CD4                      | eBioscience               | GK1.5 or RM4-5  | 0.25 µg/10 <sup>6</sup> cells  | FACS                        |
| anti-CD8a                     | eBioscience               | 53-6.7          | 0.5 µg/10 <sup>6</sup> cells   | FACS                        |
| anti-B220                     | eBioscience               | RA3-6B2         | 1 µg/10 <sup>6</sup> cells     | FACS                        |
| anti-Mac-1                    | eBioscience               | M1/70           | 0.06 µg/10 <sup>6</sup> cells  | FACS                        |
| anti-Gr-1                     | eBioscience               | RB6-8C5         | 0.125 µg/10 <sup>6</sup> cells | FACS                        |
| anti-Ter-119                  | eBioscience               | TER-119         | 0.25 µg/10 <sup>6</sup> cells  | FACS                        |
| anti-Sca-1                    | eBioscience               | D7              | 0.5 µg/10 <sup>6</sup> cells   | FACS                        |
| anti-c-Kit                    | eBioscience               | 2B8             | 0.5 µg/10 <sup>6</sup> cells   | FACS                        |
| anti-CD34                     | eBioscience               | RAM34           | 1 µg/10 <sup>6</sup> cells     | FACS                        |
| anti-CD16/32                  | eBioscience               | 93              | 0.5 µg/10 <sup>6</sup> cells   | FACS                        |
| anti-Flk2                     | eBioscience               | A2F10           | 1 µg/10 <sup>6</sup> cells     | FACS                        |
| anti-CD127                    | eBioscience               | A7R34           | 1 µg/10 <sup>6</sup> cells     | FACS                        |
| anti-CD45                     | eBioscience               | 30-F11          | 0.5 µg/10 <sup>6</sup> cells   | FACS                        |
| Ki-67 Set                     | eBioscience               | SolA15          | 0.25 µg/10 <sup>6</sup> cells  | FACS                        |
| anti-Suv39h1                  | Cell Signaling Technology | 8729            | 1:500                          | Immunoblot                  |
| anti-GAPDH                    | Cell Signaling Technology | 2118            | 1:1000                         | Immunoblot                  |
| anti-H3K9me3                  | Abcam                     | ab8898          | 1:1000                         | Immunoblot                  |
| anti-H3                       | Abcam                     | ab1791          | 1:50000                        | Immunoblot                  |
| anti-H3K9me3                  | Abcam                     | ab8898          | 2 µg/10 <sup>7</sup> cells     | ChIP                        |
| Isotype IgG                   | Abcam                     | ab171870        | 2 µg/10 <sup>7</sup> cells     | ChIP                        |
| Dynabeads protein G           | Life technology           | 10004D          | 40 µl/test                     | ChIP                        |
| Dynabeads protein A           | Life technology           | 10002D          | 40 µl/test                     | ChIP                        |
| Chaetocin                     | Sigma                     | C9492           | Stork: 100 µM                  | 5% DMSO in H <sub>2</sub> O |

**Supplementary Table 2. qRT-PCR and ChIP-qPCR primers used in the study.**

| Gene                    | Gene ID | Forward primer sequence  | Reverse primer sequence   |
|-------------------------|---------|--------------------------|---------------------------|
| <i>SUV39H1</i>          | 6839    | CCTGCCCTCGGTATCTCTAAG    | ATATCCACGCCATTTACCAG      |
| <i>Suv39h1</i>          | 20937   | TGATTACAACATGCAAGTGGACC  | CAGGCCCTTCAGTTAGTCTG      |
| <i>Hoxb13</i>           | 15408   | TGCCCCCTTGCTATAGGGAAT    | ATTCTGGAAAGCAGCGTTTG      |
| <i>Six1</i>             | 20471   | ATGCTGCCGTCGTTTGGTT      | CCTTGAGCACGCTCTCGTT       |
| <i>Mlf1</i>             | 17349   | ATGTTGCGCATACTTTCTCG     | GATCACGATGTTCCGGATG       |
| <i>Pax5</i>             | 18507   | CAGAGTAGCTGCCCTGTCCA     | AGGCCACAGTCCTACCCTA       |
| <i>Dntt</i>             | 21673   | ACCCTGAGTTGTTCTCTGCC     | AACCTGAAGAGCCTTCCTCA      |
| <i>Rn18s</i>            | 19791   | AGTCCCTGCCCTTTGTACACA    | CGATCCGAGGGCCTCACTA       |
| <i>Actb</i>             | 11461   | TGAACCCTAAGGCCAACCGTGAAA | CAGGATGGCGTGAGGGAGAGCATAG |
| <i>Hoxb13(for ChIP)</i> | 15408   | AGCTCCTGCAATCTTGGGAC     | GGCGTACAGGGGCTTTACTT      |

#### 4. Supplemental References

- 1 Guo H, Chu Y, Wang L, Chen X, Chen Y, Cheng H *et al.* PBX3 is essential for leukemia stem cell maintenance in MLL-rearranged leukemia. *Int J Cancer* 2017; 141: 324-335.
- 2 Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome biology* 2013; 14: R36.
- 3 Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR *et al.* Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat Protoc* 2012; 7: 562-578.
- 4 Bernt KM, Zhu N, Sinha AU, Vempati S, Faber J, Krivtsov AV *et al.* MLL-rearranged leukemia is dependent on aberrant H3K79 methylation by DOT1L. *Cancer cell* 2011; 20: 66-78.

How the deposited data were processed for this re-analysis (not part of the article)

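Gene expression was measured by RNA-seq in AML c-Kit+ cells from moribund mice, in 2 control libraries (replicates 3 and 4) and 2 SUV-OE libraries (replicates 2 and 3) of RNA-seq batch 2. According to the paper, the authors prepared TruSeq RNA v2 libraries, sequenced them as paired ends on an Illumina HiSeq instrument and aligned the reads to mm10 with TopHat2. The paper names Cufflinks as the source of the FPKM, which the deposited values leave open. The authors deposited 1 FPKM value per gene and library, for 23552 genes. The paper's text does not name the annotation release or the tool versions. The authors called DEGs with DESeq2, which needs read counts. The deposited unit was FPKM, so no count test was used as the main test.

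FPKM values were compared with limma 3.58.1 in R 4.3.3. A pseudocount of 1 was added before taking log2, and the 13736 genes with a mean FPKM of at least 0.5 over the 4 libraries were tested. The model had the group as its only term, and the variance was moderated with an intensity trend. DEGs had a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 1, the thresholds the paper gives. The groups share only replicate number 3, so no replicate block was fitted. Gene lists were tested with limma's camera with an inter-gene correlation of 0.01, and adjusted p-values were taken over 18 lists written from general knowledge and, separately, over 787 Reactome sets with at least 10 tested genes, taken from fgsea 1.28.0. KEGG pathways, hallmark sets and the published HOXA9 and MEIS1 target lists were not used here. Gene positions came from GENCODE M21, which uses the mm10 build.

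The genes named one by one were set by a rule before the data were examined. They are the genes that the paper names for RNA-seq or qRT-PCR, the other H3K9 methyltransferase genes, Kit, Hoxa10 and Ccnd1. The rule also takes the 5 upregulated and 5 down-regulated DEGs with the largest fold changes whose groups do not overlap. Not every gene under the rule is reported. Any other gene was named after its values were seen.

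The depth was recovered from the FPKM. For 78.5% of genes, all 4 values were whole multiples of 1 step per library at the GENCODE M21 exon length, within a tolerance of 0.01. The recovered reads were 23623703 in control replicate 3, 21260614 in control replicate 4, 20133965 in SUV-OE replicate 2 and 20959675 in SUV-OE replicate 3. The FPKM of 3 reads on 1 kb of exons was taken as the floor. Intervals and floors cover counting error only. The recovery was tested on simulated data, in which the reads of 99.6% of 1975 genes came back. The reads were used only in an added alternative, limma-voom, and in checks of depth.

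The test was also tested on simulated data for 13757 genes, with a dispersion of 0.01 set for the simulated reads. Of 194 tested genes with a seeded change, 92.8% were called in the right direction, and 15 unchanged genes were called. On the same simulated reads, limma-voom called 100% of 187 seeded genes and 4 unchanged genes. The camera test gave an adjusted p-value under 0.05 to 0 of 100 unchanged lists. These lists were random genes simulated independently of each other, so this does not test camera on lists of co-regulated genes.

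The alternatives tried were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 1, quantile normalization, median-of-ratios scaling, a fit without the trend, a robust trend, an adjusted p-value under 0.1, no fold change threshold, limma's treat, and leaving out each library in turn. Gene lists were also tested with an inter-gene correlation of 0.05, with Fisher's exact test on the DEGs and against 10000 random lists matched on mean FPKM. Fisher's exact test counted only DEGs in the direction that limma's camera gave the list. limma-voom was added after the data were seen, at a mean of at least 1, 5, 10 and 20 reads. Figures were drawn with matplotlib. ChIP, qRT-PCR and survival data were not analysed here.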

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

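The tests of whether 1 library carried the result and of the ratio between the SUV-OE libraries were chosen only after the result was seen, and the test of immunoglobulin segments was chosen before its result was seen. The gene lists, the named-gene rule and the alternatives other than limma-voom were set before the data were examined. The paper names hematopoietic cell lineage among the pathways enriched in the DEGs and gives no results for single lineages, and 7 lists of lineage marker genes were higher in SUV-OE than in control. The median log2 fold change was 1.62 for B-lymphoid genes, 1.18 for neutrophil granule genes, 0.92 for mast cell, basophil and eosinophil genes, 0.84 for erythroid genes, 0.67 for megakaryocyte genes, 0.56 for endothelial genes and 0.41 for monocyte and macrophage genes. The adjusted p-values of these lists by limma's camera ranged from 1.83e-08 for B-lymphoid genes to 0.00526 for megakaryocyte genes. The genes higher in SUV-OE were 14 of 15 tested in the B-lymphoid list, 13 of 13 in the erythroid list, 5 of 6 in the endothelial list, 9 of 12 in the mast cell, basophil and eosinophil list, 15 of 21 in the neutrophil list, 7 of 10 in the megakaryocyte list and 11 of 16 in the monocyte and macrophage list. Some lists thus held genes that fell, such as Ctsg with a log2 fold change of -0.95, Prg3 with -1.51 and the DEG Nrgn with -1.23, named after their values were seen. Both SUV-OE libraries lay above both control libraries in 13 B-lymphoid, 8 erythroid, 4 endothelial and 14 neutrophil genes. They did so in 8 genes of the mast cell, basophil and eosinophil list, 7 megakaryocyte genes and 10 monocyte and macrophage genes. In the erythroid genes Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2, control replicate 4 was above both SUV-OE libraries. By Fisher's exact test on the DEGs, the adjusted p-value was 0.00256 for erythroid, 0.00871 for endothelial and 0.0387 for B-lymphoid genes, against 0.0525 for neutrophil genes, 0.202 for megakaryocyte genes and 1 for the other 2 lists. T and NK cell genes and stromal genes did not pass the test, with limma's camera adjusted p-values of 0.293 and 0.133.

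A single library did not carry the medians of these lists, although the hemoglobin genes rose only against control replicate 3. With each library left out in turn, 7 of the 7 lists kept their sign and at least 50% of their median, although within control the neutrophil and hemoglobin genes differed between replicates. The median of the neutrophil list ranged from 0.79 to 1.80 across these fits and that of the erythroid list from 0.62 to 1.37. The lists also passed under other scalings of the libraries, with limma's camera adjusted p-values of the 7 lists from 4.41e-08 to 0.0138 under quantile normalization and from 1.13e-08 to 0.00434 under median-of-ratios scaling.

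For the B-lymphoid genes, B-lineage cells among the sorted c-Kit+ cells could be the source. A polyclonal B-lineage population would bring many different immunoglobulin heavy-chain V segments. Of 98 listed segments, 49 and 55 had reads in control and 76 and 79 in SUV-OE, a ratio of 1.38 between the fewest in SUV-OE and the most in control. That did not reach the ratio of 1.5 set for this test before its result was seen, so the test did not point to B-lineage cells by its own measure. With 55 of 98 segments already seen in a control library, the ratio had limited room to rise, and the reads on these segments rose from 433 and 418 to 773 and 940. On kappa light-chain V segments, the reads rose from 207 and 225 to 770 and 925, and the segments with reads from 20 and 36 to 53 and 40 of 61, although no level was set for them. A program of the leukemic cells themselves could also raise these genes. If their levels did not share 1 ratio between the SUV-OE libraries, a changing share of 1 cell type would be less likely. The middle 50% of the ratios of SUV-OE replicate 3 to replicate 2 spanned 1.98-fold over 18 genes, short of the 2-fold set for it, and 17 of the 18 genes were higher in replicate 3. A shared ratio fits either source, so the rise of B-lymphoid genes in leukemic cells cannot be told apart from B-lineage cells in the samples. For the other lists, RNA from other cells was not tested separately.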

How the results depend on the processing

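No paired analysis was possible because the groups share only 1 replicate number. The alternatives were set in advance except limma-voom, which was chosen after the data were seen. The count of DEGs moved most. Against 168 DEGs, of which 112 were up and 56 down, a pseudocount of 0.1 gave 116 DEGs, 74 of them up. With no filter on low values there were 0 DEGs, 0 up and 0 down, among 23552 genes, of which 4177 had an unadjusted p-value under 0.05. At an adjusted p-value under 0.1 there were 342 DEGs, 249 up and 93 down. With limma's treat there were 10 DEGs, 7 up and 3 down. The total under the other alternatives set in advance was at most 192 and stayed within 1.5 times of 168.

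limma-voom on recovered reads was run at 4 minimum mean read numbers, and all 4 were chosen after the data were seen. It gave 569 DEGs (433 up and 136 down) at a mean of at least 1 read, 643 (488 up and 155 down) at 5 reads, 676 (517 up and 159 down) at 10 reads and 636 (491 up and 145 down) at 20 reads. At 10 reads 76.5% of DEGs were up against 66.7%. Of the 676 DEGs, 153 had a mean FPKM under the filter, so the main test could not call them, and 523 were also tested on log2(FPKM + 1). Within limma, however, removing the filter gave 0 DEGs and a mean FPKM of at least 1 gave 174. Changing the filter alone thus did not close the gap, and its cause was not tested.

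Without any test, 559 genes had an absolute log2 fold change of at least 1, which rose to 1361 with a pseudocount of 0.1. It ranged from 557 to 879 genes across the 4 fits that each left out 1 library. The cause was not tested. With 2 libraries per group, these fits leave 1 library in a group and give no p-value.

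The 35 genes under the rule for named genes gave 242 values under the 7 alternatives set in advance for single genes, which were those of the pseudocount, the filter, the scaling and the trend. Of these values, 229 kept their direction and their side of the threshold. The 12 that no longer passed were all without the filter. Other thresholds were set in advance for the counts of DEGs only, and at an adjusted p-value under 0.1 Hoxb13 and Dntt pass in addition. The log2 fold change of Ehmt1 changed from -0.0080 to 0.035 under quantile normalization, a change within its standard error of 0.13. With 1 library left out, the fold change of a gene moves by a fixed part of the difference between its replicates, so these 140 values show no stability. The sign of the log2 fold change depended on the library left out for Cdkn1a (-0.58 to 0.31), Cdkn2c (-0.0086 to 0.17), Ehmt1 (-0.14 to 0.12) and Ehmt2 (-0.18 to 0.26). With limma-voom, 30 were the same and 5 passed the threshold in addition, namely Hoxb13, Mlf1, Pax5, Dntt and Ccnd1.

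Fisher's exact test on the DEGs did not pass for the lists set beside the paper's pathways and gene set enrichment. It counted only DEGs in the direction that limma's camera gave each list. For Reactome Apoptosis and Metabolism it thus counted down-regulated DEGs alone, leaving out 12 upregulated DEGs of Metabolism. Its adjusted p-value was 1 for E2F targets, citric acid cycle genes and purine, pyrimidine and folate genes, 0.0525 for ECM-receptor genes and for p53 targets, 0.449 for hematopoietic lineage genes, and 1 for the Reactome sets Apoptosis and Metabolism. Under quantile normalization limma's camera gave adjusted p-values of 0.0770 for citric acid cycle genes, 0.520 for Reactome Apoptosis and 0.355 for Reactome Metabolism. With an inter-gene correlation of 0.05, Reactome Apoptosis had 0.313 and Reactome Metabolism 0.461. E2F targets kept limma's camera adjusted p-values from 2.43e-13 to 0.000396 under the other settings of camera. The median of MLL fusion targets lay at percentile 99.62 of 10000 random lists matched on mean FPKM, where limma's camera gave no shift. The causes were not tested. Of 232 other gene set values, 191 kept their side of the threshold, 39 no longer passed and 2 passed in addition.

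The range of list medians with 1 library left out crossed 0 for pro-apoptotic genes (-0.080 to 0.029, with 0.0021 without SUV-OE replicate 2), glycolysis genes (-0.14 to 0.090, with 0.0040 without SUV-OE replicate 2) and p53 targets (-0.25 to 0.10, with 0.02 without SUV-OE replicate 2). It ran from 0.31 to 0.37 for ECM-receptor genes, 0.28 to 0.56 for hematopoietic lineage genes, 0.065 to 0.21 for MLL fusion targets, -0.38 to -0.28 for purine, pyrimidine and folate genes, -0.21 to -0.11 for Reactome Apoptosis and -0.13 to -0.10 for Reactome Metabolism. Of 80 such medians over 20 other Reactome sets, 58 stayed within the spread between replicates, 17 moved beyond it and 5 changed sign. The sign changed for Intrinsic Pathway for Apoptosis (0.0055) and Glycolysis (0.01) without control replicate 3, for Translation (0.06) without control replicate 4, and for PIP3 activates AKT signaling without control replicate 3 (0.12) and without SUV-OE replicate 3 (0.03). Of 12 correlations between libraries recomputed by Spearman's rho or without the filter, 7 stayed within the spread between replicates and 5 moved.

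The depth limits genes with few reads. Hoxb13 had 7 and 5 reads in SUV-OE, so its fold change is imprecise, and Pax5 had 4 and 5 reads in control.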

Differences from the paper's values

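The paper's reported number of DEGs is 684, and limma on the deposited FPKM gave 168. The paper's number of upregulated DEGs is 526 against 112 here, and its number of down-regulated DEGs is 158 against 56 here. None of the 10 alternatives set before the data were examined closed any of the 3 gaps. The closest totals among them were 342 at an adjusted p-value under 0.1 and 192 without the trend. limma-voom on recovered reads, chosen after seeing the values, gave 676 DEGs with 517 up and 159 down at a mean of at least 10 reads. At a mean of at least 1, 5 and 20 reads, also chosen after seeing the values, it gave 569, 643 and 636 DEGs, all within 1.5 times the paper's total. The minimum of 10 reads gives the total nearest to the paper's.

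The paper lists Hoxb13, Mlf1, Pax5 and Dntt among the DEGs. In the main limma test, the adjusted p-value was 0.0983 for Hoxb13, 0.102 for Mlf1, 0.168 for Pax5 and 0.0692 for Dntt, each in the paper's direction. At an adjusted p-value under 0.1, set before the data were examined, Hoxb13 and Dntt were called. limma-voom at a mean of at least 10 reads, chosen after seeing the values, called each of them.

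The paper gives Ccnd2 as down-regulated in SUV-OE cells, from qRT-PCR. In the RNA-seq FPKM Ccnd2 was a DEG in the opposite direction, with 0.792 and 1.02 in control, 4.62 and 4.45 in SUV-OE and a log2 fold change of 1.54 (standard error 0.14, limma adjusted p = 0.0284). The paper gives p18, p21 and p57 as upregulated, also from qRT-PCR. The log2 fold change was 0.08 for Cdkn2c, which encodes p18 (limma adjusted p = 0.751), -0.14 for Cdkn1a, which encodes p21 (limma adjusted p = 0.830), and -0.32 for Cdkn1c, which encodes p57 (limma adjusted p = 0.307). The qRT-PCR samples were not analysed here.

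The paper describes apoptosis as an upregulated pathway among the DEGs. In the FPKM over all tested genes, pro-apoptotic genes had a median log2 fold change of -0.05 and the Reactome set Apoptosis of -0.19. The paper also lists the p53 and PI3K-Akt pathways as enriched among the DEGs, and the p53 target list and the Reactome set PIP3 activates AKT signaling were not shifted here, with limma's camera adjusted p-values of 0.730 and 0.575. Over the DEGs alone, the p53 target list had an adjusted p-value of 0.0525 by Fisher's exact test.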

Other observations

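The tests of other splits, scaling, the X chromosome, stress genes and protein-coding genes alone were chosen only after the result was seen. With 2 libraries per group, only 3 splits of the 4 libraries exist, and only 1 of these 3, the real one, gave 168 DEGs or more. The other 2 splits gave 0 DEGs each, with 299 and 212 genes at an unadjusted p-value under 0.05. A design of this size cannot give a share under 0.05, so chance cannot be ruled out by this count.

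More DEGs were up than down. A difference in depth could favour one direction, and after the reads were thinned to 20133965 per library, 67.65% of DEGs were up against 66.7%. The scaling that moved the share most, quantile normalization, gave 66.26%. Across tested genes, log2 fold change correlated with exon length or GC content with a Spearman's rho of 0.0598 for exon length and -0.06464 for GC content. Depth, scaling, length and GC content did not account for the excess, while a chance difference between the libraries was left open by the number of splits.

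The fall of E2F targets could reflect their length or GC content. Among 10000 random lists matched on mean FPKM, exon length and GC content, 95% had a median log2 fold change between -0.18 and -0.04, and the list's median of -0.37 was at percentile 0, below each of them. The fall may belong to the SUV-OE condition, a hypothesis that 2 libraries per group leave open.

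Some genes were switched on or off in SUV-OE, which could come from a difference between the mice or founder cells and not from Suv39h1. Nnt, a gene that differs between C57BL/6 substrains, had a log2 fold change of 0.1031, so its level did not differ clearly between the groups. A fold change between groups cannot tell whether both groups carried the variant or neither did, and 1 gene does not test other loci. DEGs lay near each other more often than random draws of tested genes. Of 168 DEGs, 51 lay within 1 Mb of another of the same direction, against a median of 24 in 10000 random draws (permutation p = 1e-04, the smallest these draws can give). Part of the clusters are small RNA genes and overlapping transcripts, so the draws were repeated over protein-coding genes without Suv39h1. Of 122 protein-coding DEGs, 26 lay near another against a median of 14 in the random draws (permutation p = 0.01). The clusters include Ifi213, Ifi209 and Mndal, H2-Q5, H2-Q6 and H2-Q7, and Car1 and Car2, which are neighbouring members of gene families, all named after their values were seen. Co-regulated gene families, a chromosome segment from another strain or a change in copy number remain candidate explanations, and they were not told apart.

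DEGs were also more frequent on the X chromosome. Leaving out Suv39h1, which lies there, 12 of 432 tested X-linked genes were DEGs, 6 up and 6 down, an odds ratio of 2.423 (Fisher's exact test, two-sided p = 0.00656). A clonal founder cell that expresses 1 X chromosome could give this only where the X chromosomes of a mouse differ. The paper names only C57BL/6J mice, which makes such a difference less likely, and sequence variants were not examined here. Chance could also give the excess, since the chromosome was picked after its counts were seen.

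Immediate-early and heat-shock genes differed between libraries of the same group. Fos had an FPKM of 260 in control replicate 3 and 30.5 in control replicate 4, and Hspa1b had 18.0 in SUV-OE replicate 2 and 166 in SUV-OE replicate 3. Handling, or a stress response in 1 library, could have added such genes to the DEGs. Of the 44 tested genes of a list of such genes, 25 were highest in control replicate 3 and 19 in SUV-OE replicate 3. The median FPKM of the list was 35.4 in control replicate 3 and 26.8 in SUV-OE replicate 3. It was 12.7 in control replicate 4 and 10.1 in SUV-OE replicate 2. The list was thus higher in replicate 3 of both groups, and the model had no replicate term. Whether libraries with the same number were handled together is not known. Yet 0% of the DEGs by limma were immediate-early or heat-shock genes. These genes differ so widely within groups that few could pass limma, so the absence of them among the DEGs does not show whether handling changed other genes.

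Some values belong at no result of the paper. The paper cites a previous study in which Suv39h1 repressed CycD1, which Ccnd1 encodes. Here Ccnd1 was higher in SUV-OE, with an FPKM of 0.677 and 0.503 in control and of 1.78 and 1.52 in SUV-OE. It had a log2 fold change of 0.74 (standard error 0.16, limma adjusted p = 0.117). By limma-voom, chosen after the data were seen, its log2 fold change was 1.48 (adjusted p = 0.0304). The Reactome set Interferon gamma signaling, picked after its values were seen, had 50 of 65 genes higher in SUV-OE (limma's camera, adjusted p = 7.09e-06). The DEGs Gm27898 and Gm27605, named after their values were seen, lie just downstream of Hoxb13 with log2 fold changes of -1.96 and -2.65.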
